# Integrative analysis of miRNA and gene expression reveals regulatory networks in tamoxifen-resistant breast cancer

**DOI:** 10.18632/oncotarget.11136

**Published:** 2016-08-09

**Authors:** Tejal Joshi, Daniel Elias, Jan Stenvang, Carla L. Alves, Fei Teng, Maria B. Lyng, Anne E. Lykkesfeldt, Nils Brünner, Jun Wang, Ramneek Gupta, Christopher T. Workman, Henrik J. Ditzel

**Keywords:** miRNAs, breast cancer, miRNA-mediated gene regulation, endocrine resistance, antihormonal therapy

## Abstract

Tamoxifen is an effective anti-estrogen treatment for patients with estrogen receptor-positive (ER+) breast cancer, however, tamoxifen resistance is frequently observed. To elucidate the underlying molecular mechanisms of tamoxifen resistance, we performed a systematic analysis of miRNA-mediated gene regulation in three clinically-relevant tamoxifen-resistant breast cancer cell lines (TamRs) compared to their parental tamoxifen-sensitive cell line. Alterations in the expression of 131 miRNAs in tamoxifen-resistant vs. parental cell lines were identified, 22 of which were common to all TamRs using both sequencing and LNA-based quantitative PCR technologies. Although the target genes affected by the altered miRNA in the three TamRs differed, good agreement in terms of affected molecular pathways was observed. Moreover, we found evidence of miRNA-mediated regulation of *ESR1, PGR1, FOXM1* and *14-3-3* family genes. Integrating the inferred miRNA-target relationships, we investigated the functional importance of 2 central genes, SNAI2 and FYN, which showed increased expression in TamR cells, while their corresponding regulatory miRNA were downregulated. Using specific chemical inhibitors and siRNA-mediated gene knockdown, we showed that both SNAI2 and FYN significantly affect the growth of TamR cell lines. Finally, we show that a combination of 2 miRNAs (miR-190b and miR-516a-5p) exhibiting altered expression in TamR cell lines were predictive of treatment outcome in a cohort of ER+ breast cancer patients receiving adjuvant tamoxifen mono-therapy. Our results provide new insight into the molecular mechanisms of tamoxifen resistance and may form the basis for future medical intervention for the large number of women with tamoxifen-resistant ER+ breast cancer.

## INTRODUCTION

Tamoxifen is a widely used therapy for estrogen receptor alpha-positive (ER+) breast cancer, and has been shown to be highly effective in the adjuvant setting, with 28% reduction in mortality at 15 years of follow-up [1]. In addition to the adjuvant setting, anti-estrogen treatment with tamoxifen is also effective in the metastatic setting and, although not curative, extends survival. Tamoxifen is the recommended treatment modality for premenopausal breast cancer patients and for postmenopausal patients with contraindications for treatment with aromatase inhibitors (AIs). In addition, the side-effects of anti-estrogenic drugs differ and some patients may not be eligible for a given drug due to co-morbidities [2]. It is, therefore, rational to maintain tamoxifen as an adjuvant treatment option for postmenopausal ER+ breast cancer patients, although AIs have been shown to be superior in this group of patients [2]. Although tamoxifen greatly benefits many patients, recurrence occurs in almost all patients with advanced disease and approximately 30% of ER+ patients at 15-years of follow-up despite adequate treatment [1]. Metabolites of tamoxifen, such as 4-hydroxytamoxifen, bind to the estrogen receptor (ER), competing with estrogens and thereby inhibiting transcription of estrogen-responsive genes [3]. Previous studies have shown a loss or decreased expression of ER in ER+ breast cancer patients treated with tamoxifen [4, 5]. Altered ER expression might be linked to genetic and epigenetic changes, such as hypermethylation of CpG islands in 5^’^ regulatory regions of ER, or there may be other genetic events that affect ER expression [6]. For example, mutations localized in the ligand-binding domain of the ER gene (*ESR1*) have been identified in metastatic lesions of patients treated with tamoxifen [7, 8]. Various studies have shown the impact of altered expression of ER-beta, co-activators and co-repressors of ER, IGF1, IGF1R, IGFBP3 and various other growth factors and receptors on tamoxifen resistance [2, 5, 9, 10]. Aberrant activation of alternative pathways of cellular proliferation may also contribute to tamoxifen-resistant tumor growth. Among the major players regulating molecular pathways are short, 21 nucleotide long, non-coding genes called miRNAs that regulate gene expression at the post-transcriptional level. In mammals, more than 60% of protein-coding genes undergo post-transcriptional regulation in the form of degradation or translation inhibition through miRNAs [11, 12]. Due to their potential to regulate mRNAs through tumor-suppressing or -inducing capacities, miRNAs have recently been investigated to determine their contributions to cancer development and progression [12, 13]. Gene regulation by miRNAs often leads to activation or dysregulation of various pathways responsible for the development of drug resistance. For example, the miR-221/222 cluster miRNAs regulate levels of ER and could thereby play a critical role in tamoxifen resistance and in ER+ cancers in general [14, 15]. Furthermore, a recent study has shown that miR-22 negatively regulates ER expression [16]. Apart from ER, restoration of TIMP3 expression via suppression of its regulatory miRNA (miR-222, miR-181b) has been shown to restore tamoxifen sensitivity in a mouse tamoxifen-resistant xenograft model [17]. However, a majority of previous studies have focused on a limited number of miRNAs and have lacked a system-wide view of miRNA-mediated tamoxifen resistance.

In the present study, we investigated miRNA-mediated gene regulation associated with tamoxifen resistance by analyzing a clinically-relevant, isogenic, human breast cancer MCF-7-based tamoxifen-resistant cell line model using small-RNAseq, global LNA-based miRNA quantitative RT-PCR (qPCR) and microarray profiling. Since it is known that miRNA target predictions often suffer a high number of false-positives, we performed integrative inverse-correlation analysis of miRNAs and mRNA expression profiles to distinguish likely functional miRNA-target relationships from spurious computational target predictions. The results provide interesting insights into affected biological processes in tamoxifen resistance. By integrating various lines of evidence related to miRNA-gene regulation, we posit a novel functional miRNA-gene relationship, and a subsequent clinical validation confirmed that some of the miRNA alterations observed in our TamR cell line model correlated with disease outcome in clinical primary tumor samples of breast cancer patients receiving adjuvant tamoxifen mono-therapy.

## RESULTS

### Tamoxifen resistance-associated miRNA alterations in the tamoxifen-resistant cell line model

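The processed values for this comparison were qPCR crossing points (Cp, lower for more RNA) of 745 miRNA assays, read on 2 panels in 12 samples, 3 each of TamR1, TamR4, TamR8 and MCF-7/S0.5. The median number of miRNAs amplified before cycle 40 was 526 in MCF-7/S0.5 (range 515 to 527), 525 in TamR1 (510 to 547), 508 in TamR4 (491 to 561) and 529 in TamR8 (522 to 542), and 393 miRNAs were measured in every sample. The most abundant miRNA reading was 18.92 cycles, and miRNAs read near 40 cycles were close to the limit of the assay. Correlations between samples of the same line lay between 0.981 and 0.994, and the median SD per miRNA was 0.24 cycles in MCF-7/S0.5, 0.252 in TamR1, 0.509 in TamR4 and 0.231 in TamR8. The authors' normalized table was the raw Cp plus 1 constant per sample (−0.48 to 0.36 cycles). It covered panel I alone, and the same constants were applied here to panel II. Each cycle was taken as 1 log2 unit, and each TamR line was compared with MCF-7/S0.5 in 1 limma model of all samples, for miRNAs with at least 2 measured values in both lines. After this normalization the median log2 fold change of the miRNAs measured throughout was 0.13 in TamR1, −0.12 in TamR4 and 0.09 in TamR8.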

miRNA expression profiles of three tamoxifen-resistant breast cancer cell lines (TamR1, TamR4 and TamR8) and the parental tamoxifen-sensitive cell line (MCF-7/S0.5) were analyzed by LNA-based qPCR in biological triplicates. Additionally, miRNA expression profiles for the 4 cell lines were obtained using Illumina's small-RNAseq. Comparison of miRNA expression profiles of the 3 TamRs vs. MCF-7/S0.5 obtained by qPCR identified a common tamoxifen resistance-associated signature consisting of 14 upregulated and 8 downregulated miRNAs (Table 1 and Figure 1A). Moreover, each of the resistant cell lines exhibited altered expression of a large number of miRNAs compared to MCF-7/S0.5 (Supplementary Tables 1 and 2). 

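Of the 454 miRNAs tested in all 3 resistant lines, 9 rose and 5 fell in each of them against MCF-7/S0.5 (adjusted p < 0.05, n = 3 samples per line). miR-551b rose by 2.30 in TamR1, 5.72 in TamR4 and 3.59 in TamR8 (SE 0.33, adjusted p = 0.00129, 5.11e-07 and 5.39e-05) log2 units. miR-516a-5p, from the chromosome 19 cluster normally expressed in placenta, rose by 3.42 in TamR1, 2.91 in TamR4 and 2.51 in TamR8 (SE 0.45, adjusted p = 0.000911, 0.00234 and 0.00543), and its cluster neighbours miR-519a and miR-517c rose by 2.38, 1.68 and 1.21 and by 2.22, 1.65 and 1.07 (SE 0.27 and 0.28, same order of lines). In MCF-7/S0.5 miR-516a-5p read late, at normalized Cp of 36.06 to 37.94. miR-203, a miRNA of differentiating epithelium, rose by 2.41, 1.28 and 1.19, miR-152 by 1.52, 1.11 and 1.65, miR-339-5p by 1.22, 0.94 and 0.96, and miR-210, a target of hypoxia signalling, by 0.95, 0.95 and 1.66 (SE 0.29, 0.27, 0.27 and 0.23). miRPlus-C1070, an assay without a miRNA name, also rose. miR-135a and miR-135b, which share a seed, fell together, miR-135a to −2.68 in TamR1, −6.17 in TamR4 and −4.73 in TamR8 (SE 0.42, adjusted p = 0.00266, 2.29e-06 and 5.39e-05) and miR-135b to −2.06 in TamR1, −2.03 in TamR4 and −2.30 in TamR8 (SE 0.39, adjusted p = 0.00763, 0.00504 and 0.00464). miR-652 was at −1.77 in TamR1, −1.49 in TamR4 and −1.48 in TamR8 (SE 0.28, adjusted p = 0.00272, 0.00474 and 0.00656), miR-95 at −1.63, −2.49 and −1.16 and miR-101* at −1.11, −3.00 and −1.33 (SE 0.35 and 0.24).

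The authors call the miRNAs changed in all 3 resistant lines a signature associated with tamoxifen resistance. Of the miRNAs the authors list in Table 1, 13, 10 and 12 of 14 rose and 7 of 8 in each line fell in TamR1, TamR4 and TamR8, and all 14 in each line rose and 7, 8 and 8 fell when adjusted over the list alone. These were picked from the same samples and are not independent evidence. Of the 42 calls of the common miRNAs, 29 held without any 1 sample, including every call of miR-551b, miR-516a-5p, miR-135a, miR-135b and miR-652, while those lost were miR-210 in TamR1 without MCF-7/S0.5 replicate A or C or TamR1 replicate A or C (adjusted p up to 0.11) and in TamR4 without MCF-7/S0.5 replicate A or C (adjusted p up to 0.0705), miR-339-5p in TamR1 without MCF-7/S0.5 replicate A or C or TamR1 replicate A or C (adjusted p up to 0.0703), in TamR4 without MCF-7/S0.5 replicate A, B or C or TamR1 replicate C or TamR4 replicate A or TamR8 replicate A, B or C (adjusted p up to 0.117) and in TamR8 when any sample but TamR1 replicate B or TamR4 replicate B or C was left out (adjusted p up to 0.126), miR-203 in TamR8 without MCF-7/S0.5 replicate A, B or C or TamR8 replicate A, B or C (adjusted p up to 0.0774), miR-517c in TamR8 without MCF-7/S0.5 replicate A, B or C or TamR1 replicate C or TamR8 replicate A or B (adjusted p up to 0.106), miR-519a in TamR8 without MCF-7/S0.5 replicate A, B or C or TamR8 replicate B (adjusted p up to 0.0628), miRPlus-C1070 in TamR8 without MCF-7/S0.5 replicate A or B or TamR8 replicate A or B (adjusted p up to 0.0762), miR-152 in TamR4 without MCF-7/S0.5 replicate A or C (adjusted p up to 0.0583), miR-95 in TamR1 without MCF-7/S0.5 replicate C or TamR1 replicate C (adjusted p up to 0.0567) and in TamR8 when any sample but TamR4 replicate B or C was left out (adjusted p up to 0.162) and miR-101* in TamR1 without MCF-7/S0.5 replicate B or TamR1 replicate C (adjusted p up to 0.0712). The common set held 6 miRNAs without MCF-7/S0.5 replicate A, 7 without B or C of that line, 9 without TamR1 replicate C or TamR8 replicate B and 23 without TamR4 replicate C. With the global mean it held 42 and with reference small RNAs 95. Of the common miRNAs, 9 were kept when only the 2 cell lines compared were fitted, 11 with missing values at the highest Cp or with a replicate block and 6 without normalization. Calls of miR-652 were lost in TamR4 with only the 2 cell lines (adjusted p up to 0.0507) and in TamR8 without normalization (adjusted p up to 0.057), and the TamR4 calls of miR-203, miR-210 and miR-152 under either.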

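In TamR1, miR-212 rose by 2.20 (SE 0.31, adjusted p = 0.00129) and miR-142-3p, best known from blood cells, by 1.92 (SE 0.37, adjusted p = 0.00792), while miR-943 fell by 2.46 (SE 0.42, adjusted p = 0.00389) log2 units against MCF-7/S0.5 (n = 3 per line). In TamR4, miR-424 and miR-424*, the 2 arms of 1 hairpin, fell by 2.49 and 2.30 (SE 0.25 and 0.49, adjusted p = 6.93e-05 and 0.00819), miR-190 fell by 2.67 (SE 0.44, adjusted p = 0.00273), and miR-1908 rose by 2.10 (SE 0.35, adjusted p = 0.00273). In TamR8, miR-455-5p rose by 2.39 (SE 0.34, adjusted p = 0.00158) and miR-142-3p by 2.41 (SE 0.37, adjusted p = 0.00302). miR-720, an abundant RNA later reassigned as a tRNA fragment, rose in TamR4 by 2.20 (adjusted p = 0.00245) and in TamR8 by 1.97 (adjusted p = 0.00543), with 0.15 (adjusted p = 0.844) in TamR1 (SE 0.35). In all, 50 of 489 miRNAs changed in TamR1 (33 higher, 17 lower), 72 of 476 miRNAs changed in TamR4 (28 higher, 44 lower) and 68 of 489 miRNAs changed in TamR8 (43 higher, 25 lower). In the same order the counts were 100, 160 and 126 with the global mean and 171, 212 and 206 with reference small RNAs, the TamR8 count 29 without normalization and 42 with missing values at the highest Cp, and the TamR4 count 25 with only the 2 cell lines fitted. The share of changed miRNAs that were higher in TamR4 went from 38.9% to 88.7% with reference small RNAs, so this balance depended on the scaling. At an unadjusted p under 0.05 the numbers were 106, 153 and 133. The 3 samples of the TamR line lay wholly above or below the 3 of MCF-7/S0.5 for 155 of 424 fully measured miRNAs in TamR1 (36.6%), 123 of 410 in TamR4 (30%) and 195 of 430 in TamR8 (45.3%), where chance gives 10%. The TamR1 count was 31, 30 and 25 without MCF-7/S0.5 replicate A, B and C, 29 and 20 without TamR1 replicate A and C, and 76 without TamR4 replicate C, and the TamR4 count was 45 without MCF-7/S0.5 replicate C and 119 without TamR4 replicate C. The TamR8 count was 24, 27 and 30 without MCF-7/S0.5 replicate A, B and C, 28, 32 and 33 without TamR8 replicate A, B and C, and 39 without TamR1 replicate C.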

In total, 131 miRNAs exhibited alterations in expression between the parental and tamoxifen-resistant cell lines.

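miR-218 fell by 2.69 in TamR1 and 1.65 in TamR4 and rose by 3.23 in TamR8 (log2, SE 0.42, adjusted p = 0.00254, 0.0192 and 0.00105, n = 3 per line). It was 1 of 3 miRNAs changed in opposite directions in different TamR lines. The others were miR-30a, at −1.20 (SE 0.28, adjusted p = 0.0148) in TamR4 and 1.36 (SE 0.28, adjusted p = 0.0117) in TamR8, and miR-26a, at −1.22 (SE 0.25, adjusted p = 0.00795) and 0.99 (SE 0.25, adjusted p = 0.0314), which was singled out after its values were seen. Altogether 125 miRNAs changed against MCF-7/S0.5 in at least 1 resistant line. Of these, 75 passed the test in a single line, 15 in TamR1, 34 in TamR4 and 26 in TamR8. The total was 82, 78 and 71 without MCF-7/S0.5 replicate A, B and C and 192 without TamR4 replicate C, and 235 with the global mean and 304 with reference small RNAs. The TamR4 call of miR-218 was lost without MCF-7/S0.5 replicate A or C or TamR4 replicate A (adjusted p up to 0.0706), and those of miR-30a without MCF-7/S0.5 replicate B (adjusted p up to 0.0509) in TamR4 and without MCF-7/S0.5 replicate A (adjusted p up to 0.0524) in TamR8.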

**Table 1:** Log-fold changes of miRNAs with consistent significantly altered expression across all TamR cell lines relative to MCF-7/S0.5 cell lines (adjusted P < 0.05) using LNA-based qPCR assay

miRNA	TAMR1	TAMR4	TAMR8
miR-101*	−1.02	−3.05	−1.37
miR-1201	−0.94	−1.36	−1.27
miR-1248	−1.68	−1.61	−1.01
miR-652	−1.99	−1.17	−1.64
miR-95	−1.82	−2.45	−1.19
miR-135b	−1.89	−2.16	−2.33
miR-196a	−1.54	−0.71	−1.65
miR-135a	−2.84	−6.16	−4.74
miR-130b	0.75	0.94	0.89
miR-130b*	1.06	1.55	0.88
miR-152	1.29	1.4	1.49
miR-181b	0.89	1.14	0.95
miR-203	2.2	1.34	1.12
miR-210	0.7	1.18	1.49
miR-22*	0.97	0.88	0.82
miR-339-5p	1	1.26	0.8
miR-516a-5p	3.47	2.87	2.46
miR-517c	2.06	1.66	1.06
miR-519a	2.23	1.69	1.2
miR-519e	1.98	1.15	0.97
miR-551b	2.09	5.79	3.51
miR-582-5p	2.43	0.86	1.93

**Figure 1:**
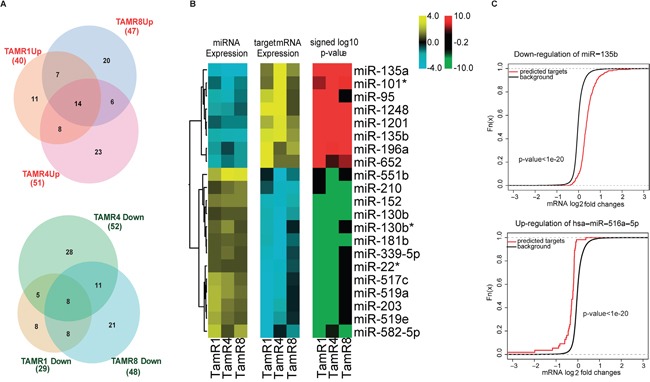
Inverse correlation analysis identified coherent direction of expression changes of miRNAs and their predicted functional targets **A.** Overlaps of differentially-expressed miRNAs in the three TamR vs. MCF-7/S0.5 cell lines, as measured by qPCR assays, are depicted in Venn Euler's diagrams. Circle size corresponds to the number of altered miRNAs in a given cell line. **B.** Heatmaps depict changes of expression common in all the TamR cells relative to MCF-7/S0.5. Log-fold changes of the miRNAs exhibiting altered expression in all resistant cell lines compared to MCF-7/S0.5 (14 upregulated and 8 downregulated) were plotted (panel 1 of the heatmap). Targets of these miRNAs identified using the inverse correlation analysis exhibited an opposite trend in the direction of the altered expression (panel 2), thereby displaying the effect of possible regulation by their miRNAs. **C.** The predicted functional targets of upregulated miRNAs were more downregulated than the non-targets (signed log10 p-values of the Wilcoxon rank-sum test.

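Of 2 independent lists, 1.57 miRNAs lower than in MCF-7/S0.5 were expected to be shared by TamR1 and TamR4. This number may be too low, since both comparisons use the same MCF-7/S0.5 samples and share the spread of each miRNA. The 2 lines shared 10 lower miRNAs. Beside miR-135a, miR-135b, miR-652, miR-95 and miR-101*, which fell in TamR8 as well, these were miR-218, miR-33b, miR-153, miR-1248 and the unnamed assay miRPlus-D1033, the last singled out after its values were seen. miR-153, best known from neural tissue, stood at −1.67 in TamR1 and −1.50 in TamR4 (SE 0.37, adjusted p = 0.0163 and 0.0171) log2 units, and miR-1248, whose sequence lies within a small nucleolar RNA, at −1.46 in TamR1 and −1.69 in TamR4 (SE 0.34, adjusted p = 0.0208 and 0.00698), with n = 3 per line. In TamR8 miR-153 was at −0.59 (adjusted p = 0.328) and miR-1248 at −0.92 (adjusted p = 0.109). The calls of miR-153 were lost without MCF-7/S0.5 replicate B or C or TamR1 replicate C (adjusted p up to 0.0712) in TamR1 and without MCF-7/S0.5 replicate B or C or TamR4 replicate A (adjusted p up to 0.0641) in TamR4, and that of miR-1248 in TamR1 without MCF-7/S0.5 replicate A, B or C or TamR1 replicate A or C (adjusted p up to 0.0712).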

TamR1 and TamR4 shared 13 miRNAs expressed at significantly lower levels than MCF-7/S0.5, including an oncomiR miR-95. 

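In TamR1 and TamR8, miR-196a, a miRNA of the HOX gene clusters, fell by 1.26 (SE 0.27, adjusted p = 0.0145) and 1.49 (adjusted p = 0.00543) log2 units, miR-519e* by 1.67 (SE 0.43, adjusted p = 0.0382) and 2.30 (adjusted p = 0.00798), and miR-23b by 1.01 (SE 0.27, adjusted p = 0.04) and 0.92 (adjusted p = 0.045), with n = 3 per line. With the 5 common miRNAs they made up the 8 shared lower miRNAs of this pair, against 0.814 expected of independent lists. Of these, miR-519e* read close to the limit of the assay, at normalized Cp of 37.23 to 38.88 in TamR1 and 38.13 to 38.87 in TamR8. TamR4 and TamR8 shared 15 lower miRNAs, against 2.39 expected, both expected numbers setting aside the shared MCF-7/S0.5 samples. Here miR-143, a smooth muscle and stromal miRNA, fell by 2.37 and 1.83 (SE 0.44, adjusted p = 0.00462 and 0.0219), miR-503, a cluster neighbour of miR-424, by 1.49 and 0.98 (SE 0.28, adjusted p = 0.00462 and 0.0415), and miR-1201 by 1.45 and 1.09 (SE 0.31, adjusted p = 0.00924 and 0.0415). miR-424, miR-96, miR-342-3p, miR-342-5p and miR-190b fell with them, as did miR-101 and miR-21, singled out after their values were seen. The calls of miR-196a and miR-519e* in TamR1 were lost without MCF-7/S0.5 replicate C or TamR1 replicate C (adjusted p up to 0.0617) and without MCF-7/S0.5 replicate A, B or C or TamR1 replicate C or TamR8 replicate A or B (adjusted p up to 0.11), and those of miR-23b in TamR1 and TamR8 when any sample but TamR4 replicate B or C was left out (adjusted p up to 0.129 and 0.155). In TamR8, that of miR-143 was lost without MCF-7/S0.5 replicate A or B or TamR8 replicate A or B (adjusted p up to 0.0776), of miR-503 without MCF-7/S0.5 replicate A, B or C or TamR1 replicate C or TamR4 replicate A or TamR8 replicate A, B or C (adjusted p up to 0.129), and of miR-424 and miR-1201 when any sample but TamR4 replicate B or C was left out (adjusted p up to 0.176 and 0.148).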

TamR1 and TamR8 shared 16, and TamR4 and TamR8 shared 19, miRNAs at lower expression levels than MCF-7/S0.5. 

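miR-18a, an oncogenic cluster member with a site in the ESR1 transcript, rose by 1.00 in TamR1 and 1.21 in TamR4 (SE 0.28, adjusted p = 0.048 and 0.0149, n = 3 per line), and was 0.81 (adjusted p = 0.0965) in TamR8. Its close relative miR-18b rose in the same 2 lines, by 0.90 and 1.27 (SE 0.25, adjusted p = 0.0446 and 0.00587). miR-18a*, the other arm of miR-18a, rose in TamR8 by 0.99 (SE 0.28, adjusted p = 0.0415), with 0.85 (adjusted p = 0.0805) in TamR1 and 0.69 (adjusted p = 0.115) in TamR4. TamR1 and TamR4 shared 13 higher miRNAs against 1.98 expected of independent lists, among them miR-522 and miR-519e beside the common ones. TamR1 and TamR8 shared 18 against 2.94, including miR-192, miR-215, miR-142-3p, miR-582-5p, miR-22, miR-22*, miR-130b and miR-181b. TamR4 and TamR8 shared 12 against 2.55, miR-720, miR-149 and miR-1908 with the common set. The expected numbers again set aside the shared MCF-7/S0.5 samples. In both directions together the 3 pairs shared 23, 26 and 27 miRNAs, in this order 15, 10 and 12 without MCF-7/S0.5 replicate B, 13, 10 and 11 without MCF-7/S0.5 replicate C and 12, 11 and 15 without TamR1 replicate C, and with the global mean 54, 61 and 67 and with reference small RNAs 113, 130 and 132. The pairs with TamR8 shared 12 and 9 without MCF-7/S0.5 replicate A, 15 and 13, 13 and 12, and 17 and 15 without TamR8 replicate A, B and C, and 41 and 44 without TamR4 replicate C, and TamR1 and TamR8 15 without TamR1 replicate A. The TamR1 calls of miR-18a and miR-18b and the TamR8 call of miR-18a* were lost when any sample but TamR4 replicate B or C was left out (adjusted p up to 0.17, 0.155 and 0.126), and the TamR4 call of miR-18a without MCF-7/S0.5 replicate C (adjusted p up to 0.0587).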

In terms of miRNAs exhibiting higher expression in TamRs vs. MCF-7/S0.5 cells, TamR1 and TamR4 shared 22 miRNAs; TamR1 and TamR8 shared 21 miRNAs, including the tumor suppressors miR-181b, oncomiR miR-210 and a known ER regulator miR-18a [18]; and finally, TamR4 and TamR8 shared 20 upregulated miRNAs, including oncomiRs miR-210, miR-203, miR-18a* (Figure 1A and Supplementary Table 1).

Expression levels measured by qPCR and small-RNAseq showed a good overall correlation (Pearson's correlation coefficient, 0.72) between mean Cp-value across cell line replicates and read counts for all cell line types (Figure 2A). A majority of differentially-expressed miRNAs found by qPCR were also detectable using sequencing (Supplementary Table 3), and showed agreement in terms of the direction of expression change. Only a minority of differentially expressed miRNAs using qPCR were not detectable by small-RNAseq. Twenty-eight of the 69 miRNAs exhibiting altered expression in TamR1 by qPCR showed altered expression profiles (absolute log 2-fold change of at least 0.7 in TamR1) by small-RNAseq. Similarly, 58 of the 103 altered miRNAs in TamR4, and 34 of 95 altered miRNAs in TamR8, also exhibited altered expression as determined by small-RNAseq (Figure 2B and Supplementary Tables 3 and 4). Pairwise comparisons of miRNA log2-fold changes for each TamR cell line measured by both technologies showed poor (*r* = 0.36 for TamR8) to good (*r* = 0.66 for TamR4) correlations (Figure 2C).

**Figure 2:**
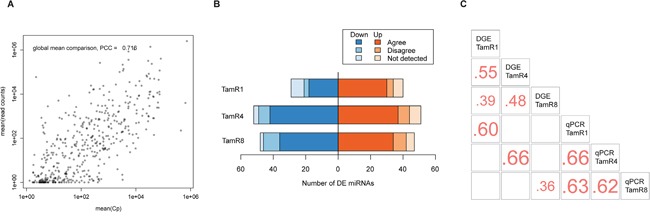
Expression of miRNAs in tamoxifen-resistant and -sensitive cell lines **A.** Global mean expression of miRNAs measured using qPCR and sequencing technologies showed a high overall correlation (r = 0.72). **B.** Agreement between significantly differentially-expressed (DE) miRNAs identified by qPCR vs. RNAseq. The number of up- and downregulated miRNAs discovered by both technologies are shown. **C.** Pearson's correlation coefficients of miRNA fold-changes as measured by qPCR and sequencing platforms. The comparison is based on the set of miRNAs with significant differential expression using qPCR.

### Global analysis of miRNA-target relationships

To analyze miRNA-mediated regulation in tamoxifen resistance, the expression profiles of 197 miRNAs that exhibited ≥0.7 absolute log2-fold change by qPCR were integrated with global mRNA expression profiles of these same cell lines (Figure 3). 

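miR-429 of the miR-200 family was −1.69 in TamR1 and −1.62 in TamR8, and miR-766 −1.84 and 1.77 (log2, SE 1.46 and 0.76, n = 3 per line, save that miR-429 was measured in 2 of 3 samples of MCF-7/S0.5), but neither passed the test in either line (adjusted p = 0.544 and 0.529, 0.174 and 0.166). Such miRNAs were nevertheless among the 324 with an absolute log2 fold change of at least 0.7 against MCF-7/S0.5 in at least 1 TamR line, a count that uses no p-value. miR-135a, miR-551b, miR-342-3p, miR-218 and miR-205 belonged to it as well and passed. Late-amplifying miRNAs made up much of it, since the number was 215 among miRNAs with a mean raw Cp under 35 in at least 1 line. It lay between 304 and 348 with any 1 sample left out.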

Using inverse-correlation analysis on miRNA-mRNA expression profiles, we derived miRNA-target pairs that, in addition to being predicted targets, showed inverse-correlation of miRNA-mRNA levels. Predicted miRNA targets with significant inverse correlations (r ≤ −0.8) of expression with corresponding regulating miRNAs were obtained for each significantly-altered miRNA (Figure 1A). Consistent inverse patterns of differential expression were observed for miRNAs and their predicted functional targets, supporting our hypothesis of miRNA regulation (Figure 1B, panel I, II and III of the heatmap and Supplementary Table 5). For example, predicted functional targets (Supplementary Table 6) of miR-135b showed a stronger tendency toward upregulation compared to the non-targets (p-value < 0.05 for Wilcoxon rank sum test) (Figure 1C).

**Figure 3:**
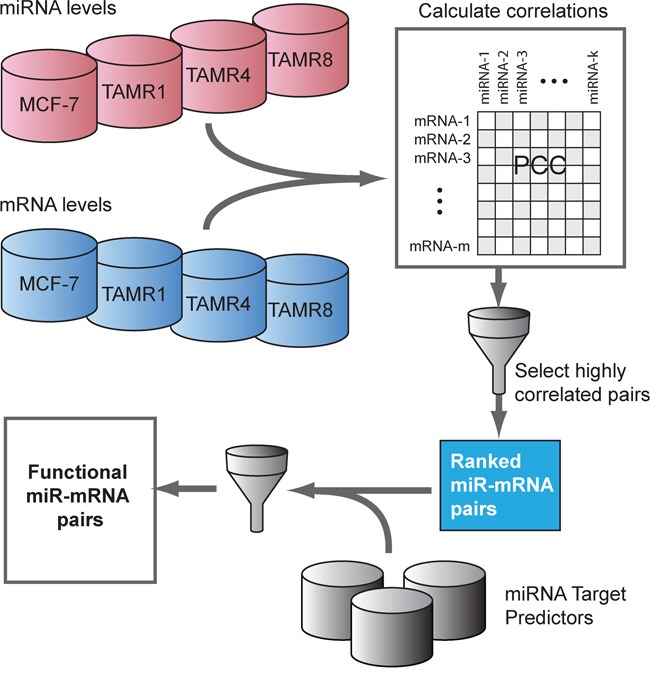
Inverse-correlation analysis of miRNA and mRNA expression data to identify predicted functional miRNA-targets A pairwise correlation matrix for mRNA and miRNA expression levels (Cp values) was constructed from the mean expression across cell line replicates. The top ranking miRNA-mRNA pairs by Pearson correlation coefficient (“PCC”, r ≤ −0.8) were selected and assessed for a computationally-predicted miRNA-target association inferred by more than one miRNA target predictors. Predicted functional targets are the computationally-predicted miRNA-target pairs with high degree of inverse association at expression levels.

The significance of miRNA regulation on differentially-expressed mRNAs was measured using odds ratios (Supplementary Table 7), which indicated that 63% of these mRNAs could be accounted for by changes in the expression of one or more regulating miRNAs.

We next determined the fraction of miRNAs included in the qPCR-based miRNA-mRNA inverse-correlation analysis that were also identified by small-RNAseq. 

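All 125 miRNAs that changed in at least 1 TamR line, miR-342-3p and miR-551b in TamR4 with the smallest adjusted p, moved by at least 0.7 log2 units against MCF-7/S0.5 in some line (n = 3 per line). The other 199 miRNAs of that size, miR-429 and miR-766 among them, did not pass in any line. Changes near that size, such as those of let-7f in TamR4 and miR-106b in TamR8, were at the limit of what 3 samples per line could show. When miRNAs were shifted by 0.7 in simulated data with the spread of these samples, 27% were called in TamR1, 32.5% in TamR4 and 27% in TamR8.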

Of the total 197 miRNAs included in the inverse-correlation analysis, 118 showed significant p-values (adjusted p-value <0.05) measured by qPCR, and 89 of these miRNAs (75%) showed agreement in the direction of fold-change by sequencing, whereas 11 miRNAs did not agree by small-RNAseq. Eighteen miRNAs (9%) from the above set were not detected by small-RNAseq. Thirty-two of the 79 miRNAs from the 197 miRNA-mRNA inverse-correlation list that did not show significant fold-changes by qPCR exhibited significant fold-change (≥0.7 log2 fold change) by small-RNAseq, thus adding to the overall number of significant miRNA in the miRNA-mRNA inverse-correlation list.

### Functional enrichment of miRNA-regulated genes

miRNA-regulated mRNAs exhibiting altered expression in each of the individual TamR cell lines were investigated for their potential to elucidate molecular mechanisms through miRNA-mediated post-transcriptional regulation. miRNAs exhibiting altered expression in TamR1 were found to regulate mRNAs from cancer-related signaling pathways (FDR < 0.05), such as TGF-beta (FDR < 0.05), MAPK, Wnt, EphrinB-EPHB and ECM-receptor signaling pathways. In TamR4, miRNAs exhibiting altered expression seemed to regulate mRNAs associated with signaling by Aurora kinases (FDR < 0.05), FOXM1 transcription factor network (FDR < 0.05), and cell cycle M Phase and G2/M transition (FDR < 0.05), glypican pathway, FOXA transcription factor network, PDGFR-beta signaling, Kit receptor, axon guidance and PDGF signaling pathway. Finally, miRNAs exhibiting altered expression in TamR8 were found to regulate mRNAs involved in the IFN-gamma pathway, Jak-STAT signaling, plasma membrane ER signaling and neurotrophin signaling pathways, although the analysis of TamR8 did not achieve statistical significance.

We also examined whether these minimally overlapping sets of differentially-expressed functional targets shared any common mechanisms of drug resistance resulting from effects on any specific pathways. miRNA-regulated mRNAs in TamR1 and TamR4 cell lines showed a strong enrichment (FDR< 0.05) of the glypican and IGF1 pathways, PDGFR-beta signaling, IFN-gamma pathway, plasma membrane ER signaling, TGF-beta signaling, nuclear and cytoplasmic SMAD2/3, BMP signaling and class I PI3K signaling events. Although not significant, association to functional categories for miRNA-regulated genes in TamR8 included IFN-gamma pathway, Jak-STAT signaling, plasma membrane ER signaling and neurotrophin signaling pathways. Thus, despite the lack of agreement among resistant cell lines in terms of differentially expressed mRNAs, we observed a good agreement in terms of affected pathways, implying that similar mechanisms of tamoxifen resistance may exist in the distinct resistant cell lines.

### miRNA-mediated regulation of *ESR1* and *PGR* expression

We further examined the involvement of miRNAs on two of the key genes in breast cancers, *ESR1* and *PGR*. Putative modulators of *ESR1* and *PGR* expression were identified by inverse correlation analysis of miRNA and mRNA profiles (Figure 4A and Supplementary Table 5). Such a combinatorial regulation of *ESR1* and *PGR* levels is strongly evident in TamR1, where their miRNA regulators were expressed at significantly higher levels in the tamoxifen-resistant vs. -sensitive cell line; TamR4 and TamR8 displayed similar patterns, albeit to a lesser extent (Figure 4A). 

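Among the miRNAs the authors assign to ESR1 and PGR, miR-582-5p rose by 2.68 in TamR1 and 2.06 in TamR8 (log2, SE 0.35, adjusted p = 0.000845 and 0.00457, n = 3 per line), with 0.76 (adjusted p = 0.155) in TamR4. The chromosome 19 miRNAs miR-519b-3p, miR-519e and miR-522 rose in TamR1 by 2.10, 1.80 and 1.89 (SE 0.42, 0.30 and 0.45, adjusted p = 0.00966, 0.00372 and 0.0214). In TamR4 miR-519e and miR-522 rose by 1.33 and 1.64 (adjusted p = 0.0124 and 0.0291), and in TamR8 none of the 3 passed (adjusted p = 0.248, 0.0526 and 0.199). In MCF-7/S0.5 miR-519e read close to the limit of the assay, at normalized Cp of 37.67 to 38.32. miR-22 rose by 1.53 in TamR1 and 1.18 in TamR8 (SE 0.34, adjusted p = 0.0166 and 0.0415), and miR-192 and miR-215, which share a seed and respond to p53, by 1.12 and 1.24 in TamR1 and by 1.60 and 1.75 in TamR8 (SE 0.26 and 0.30, adjusted p = 0.0203, 0.0252, 0.00394 and 0.00484). miR-130b rose by 0.98 and 1.00 in the same 2 lines (SE 0.27, adjusted p = 0.0455 and 0.0396) and miR-130b* passed in TamR4, by 1.53 (SE 0.36, adjusted p = 0.0153). miR-362-5p and miR-220b passed in no line, the nearest being miR-362-5p in TamR1 at 1.15 (SE 0.34, adjusted p = 0.0547). Supplementary Table 5 gives a selection of the regulators that is shorter than Figure 4A, which also draws lower miRNAs for PGR, so the counts cover only part of the study's regulators and cannot show how many were lower. Of its ESR1 regulators 7, 4 and 4 of 9 rose in TamR1, TamR4 and TamR8 (9, 5 and 5 adjusted over the list alone), and of the PGR regulators 13, 8 and 11 of 15 (15, 9 and 13). The lists were chosen by the study on these samples and are not independent evidence. Calls lost when 1 sample was left out were those of miR-130b in TamR1 when any sample but TamR4 replicate B or C was left out (adjusted p up to 0.143) and in TamR8 without MCF-7/S0.5 replicate A, B or C or TamR1 replicate A or C or TamR8 replicate A, B or C (adjusted p up to 0.114), miR-130b* without MCF-7/S0.5 replicate B (adjusted p up to 0.0509), miR-22 without MCF-7/S0.5 replicate B or C or TamR1 replicate A (adjusted p up to 0.069) in TamR1 and when any sample but TamR4 replicate B or C was left out (adjusted p up to 0.128) in TamR8, miR-519e without MCF-7/S0.5 replicate C (adjusted p up to 0.0535), miR-522 without MCF-7/S0.5 replicate B or TamR1 replicate A or C (adjusted p up to 0.0761) in TamR1 and without MCF-7/S0.5 replicate B or TamR4 replicate B or C (adjusted p up to 0.1) in TamR4, miR-192 without MCF-7/S0.5 replicate B or C or TamR1 replicate A or C (adjusted p up to 0.0878) and miR-215 without MCF-7/S0.5 replicate A, B or C or TamR1 replicate A or C (adjusted p up to 0.0911).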

Although both up- and downregulated miRNA-regulators of *ESR1* and *PGR* were identified, higher numbers of the former were observed among the regulating miRNAs, suggesting a combinatorial downregulation of target mRNAs by upregulated miRNAs in TamR cells.

**Figure 4:**
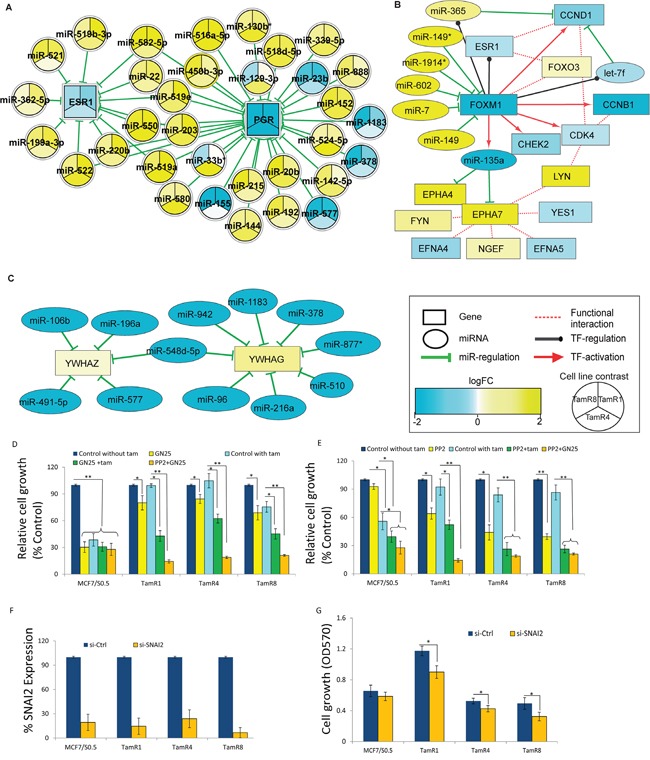
miRNA-mediated gene regulation events in tamoxifen-resistant cell lines and functional evaluation of their importance in tamoxifen resistance **A.** Consistent downregulation of estrogen receptor-alpha and progesterone receptor by several miRNAs exhibiting altered expression in TamR1, TamR4 or TamR8 relative to MCF-7/S0.5, as indicated using node colors. **B.** FOXM1 expression is regulated by a number of miRNAs in TamR4. Suppressed expression of FOXM1 positively correlated with the expression of its transcriptional targets, including miR-135a, let-7f and miR-365. **C.** YWHAG and YWHAZ appeared to be under miRNA regulation in TamR8. Color and intensity of the nodes correspond to the extent of fold-changes observed in the relevant comparison. **D.** Growth of MCF-7/S0.5 and TamR cell lines following treatment with the selective P53-SNAIL binding inhibitor GN25 (3μM) or its solvent, DMSO (Control), or **E.** the selective SKF inhibitor PP2 (2.5 μM) or its solvent, ethanol (Control) in medium with or without tamoxifen (1μM). Cells were also treated with combined GN25 and PP2. Cell growth was determined at 72 hrs using a colorimetric assay. **F.** Expression of SNAI2 in MCF7 or TamR cell lines following SNAI2-specific or control siRNA transfection as measured by qRT-PCR. **G.** Growth of cells in tamoxifen-containing medium measured 4 days after siRNA transfection, * *p*<0.01, ** p<0.001.

### Gene regulation upstream and downstream of FOXM1 in TamR4

One of the ER-regulator proteins, Forkhead box protein, FOXM1 is known to play an important role in ER+ breast cancer by interacting with *ESR1*. Our inverse correlation analysis identified a number of significantly upregulated miRNA regulators of this gene, consistent with significant downregulation of FOXM1 in TamR4 (Figure 4B). 

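Each of the FOXM1 regulators in the authors' Supplementary Table 5, fewer than Figure 4B draws, rose in TamR4 against MCF-7/S0.5: miR-149 by 2.16 (SE 0.32, adjusted p = 0.00161), miR-149*, the other arm of the same hairpin, by 1.78 (SE 0.51, adjusted p = 0.035), and miR-7 by 1.21 (SE 0.28, adjusted p = 0.0132) log2 units (n = 3 per line). In TamR8 miR-149 rose by 1.15 (adjusted p = 0.0415), with miR-149* at 0.38 (adjusted p = 0.678) and miR-7 at 0.52 (adjusted p = 0.259). In TamR1 miR-149 was 0.88 (adjusted p = 0.121), miR-149* −1.02 (adjusted p = 0.266) and miR-7 0.46 (adjusted p = 0.349). miR-149 was higher in TamR4 than in TamR1 by 1.29 (SE 0.32, adjusted p = 0.0194), but its difference from TamR8 did not pass (adjusted p = 0.0576), nor did that of miR-7 in either contrast (adjusted p = 0.0868 and 0.123). The count of 0, 3 and 1 higher of 3 in TamR1, TamR4 and TamR8 was the same adjusted over the list alone, the list was chosen by the study on these samples and is not independent evidence, and as a set it passed the competitive test in TamR4 with a preset correlation but not otherwise (adjusted p = 0.228 with an estimated correlation). The TamR4 calls of miR-7 and miR-149* were lost without MCF-7/S0.5 replicate C (adjusted p up to 0.0547) and without MCF-7/S0.5 replicate A, B or C or TamR4 replicate A or C (adjusted p up to 0.105), and the TamR8 call of miR-149 without MCF-7/S0.5 replicate A, B or C or TamR1 replicate C or TamR4 replicate A or TamR8 replicate A, B or C (adjusted p up to 0.129).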

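let-7f, of the growth-restraining let-7 family, fell in TamR4 by 0.87 log2 units against MCF-7/S0.5 (SE 0.20, adjusted p = 0.0132, n = 3 per line), and was 0.47 (adjusted p = 0.183) in TamR1 and 0.27 (adjusted p = 0.435) in TamR8. It was lower in TamR4 than in TamR1 by 1.34 (adjusted p = 0.00171) and higher in TamR8 than in TamR4 by 1.14 (adjusted p = 0.00487). miR-365, which the study also discusses, was 1.04 (SE 0.30, adjusted p = 0.0509) in TamR1, 0.34 (adjusted p = 0.494) in TamR4 and 0.54 (adjusted p = 0.283) in TamR8, and passed in none. miR-135a fell in every TamR line. FOXM1 and the other mRNAs were not analysed here, and the TamR4 call of let-7f was lost without MCF-7/S0.5 replicate C (adjusted p up to 0.0535). That call was lost as well with quantile normalization, with reference small RNAs and with only the 2 cell lines fitted.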

Expression of the known *FOXM1*-regulated mRNAs, including *CHEK2, CCNB1, CDK4* and *CCND1*, as well as miR-135a and let-7f, correlated with *FOXM1* expression in TamR4, but not in TamR1 or TamR8. Moreover, miR-135a was one of the consistently downregulated miRNAs in all TamRs, with lowest levels of miR-135a observed in TamR4. 

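miR-135a was scarcest in TamR4, with a mean normalized Cp of 35.89 against 34.44 in TamR8, 32.39 in TamR1 and 29.71 in MCF-7/S0.5 (lower Cp for more RNA, n = 3 per line). The difference between lines passed the test in each pair: TamR4 lay below TamR1 by 3.50 (SE 0.42, adjusted p = 0.000442) and below TamR8 by 1.44 (adjusted p = 0.0429) log2 units, and TamR8 below TamR1 by 2.05 (adjusted p = 0.0152). miR-135b, its relative from another chromosome, showed no difference between TamR4 and TamR1 that passed the test (0.03 (adjusted p = 0.98)). The difference of miR-135a between TamR8 and TamR1 was lost without TamR1 replicate B or C or TamR8 replicate B or C (adjusted p up to 0.0565).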

To test whether the reduced miR-135a expression in TamR4 cells was the direct result of low levels of *FOXM1* in these cells compared to the tamoxifen-sensitive MCF-7/S0.5 cells, we performed siRNA knockdown of *FOXM1* and evaluated miR-135a expression. Initially, using quantitative real-time RT-PCR analysis, we confirmed that *FOXM1* showed 3-fold higher expression in MCF-7/S0.5 vs. TamR4 cells, while miR-135a showed >9 fold higher expression in MCF-7/S0.5 vs. TamR4 cells, confirming the findings from the microarray and small RNA-seq analysis (Supplementary Figure 1, top panel). Although siRNA transfection resulted in over 80% knockdown of FoxM1 transcript in both cell lines (Supplementary Figure 1, top panel), no significant alteration of miR-135a expression was observed, suggesting that reduction of the *FOXM1* level in TamR4 alone was not sufficient to alter the miR-135a level (Supplementary Figure 1, lower panel).

### Loss of miRNA regulation for YWHAG and YWHAZ

Our inverse correlation analysis also identified the two 14-3-3 family members YWHAZ and YWHAG upregulated in TamR8 vs. MCF-7/S0.5, but not in TamR1 and TamR4. These genes appeared to be under direct regulation of a relatively small number of miRNAs (Figure 4C), including miR-96, miR-942, miR-378, miR-196a, miR-106b, miR-577, miR-491-5p, which showed significant downregulation and inverse correlation with the YWHAG and YWHAZ expression in TamR8 (adjusted p-value ≤ 0.05).

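In TamR8, miR-96, the partner of miR-183 and miR-182 in 1 cluster, fell by 1.23 (SE 0.23, adjusted p = 0.00577), miR-378 by 1.11 (SE 0.28, adjusted p = 0.0285), miR-106b by 0.84 (SE 0.24, adjusted p = 0.043) and miR-577 by 1.39 (SE 0.42, adjusted p = 0.0476) log2 units against MCF-7/S0.5 (n = 3 per line), beside miR-196a. miR-942 at −1.16 (SE 0.44, adjusted p = 0.112) and miR-491-5p at −1.29 (SE 0.45, adjusted p = 0.0961) were lower without passing the test. miR-96 fell in TamR4 too, by 1.30 (adjusted p = 0.00359), but stood at 0.03 (adjusted p = 0.961) in TamR1, a difference of 1.26 lower in TamR8 than in TamR1 (adjusted p = 0.0114). Over the list, 1, 1 and 5 of 7 fell in TamR1, TamR4 and TamR8 (1, 2 and 7 adjusted over the list alone), and as a set they passed the competitive test in TamR8 with a preset correlation but not otherwise (adjusted p = 0.228 with an estimated correlation). The list was drawn from the same samples by the study, so this is not independent evidence. The TamR8 calls of miR-378, miR-106b and miR-577 were lost without MCF-7/S0.5 replicate A, B or C or TamR8 replicate A, B or C (adjusted p up to 0.0951), when any sample but TamR4 replicate A, B or C was left out (adjusted p up to 0.148) and when any sample but TamR4 replicate B or C or TamR8 replicate C was left out (adjusted p up to 0.164).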

### Blocking of central miRNA/mRNA tamoxifen resistance-related pathways in TamR cells using specific chemical inhibitors

Among the miRNAs downregulated in TamR vs. MCF7/S0.5 cells were miR-593, miR-342-3p/5p, and miR-33b. 

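miR-342-3p, encoded in an intron of EVL, fell by 5.05 log2 units in TamR4 against MCF-7/S0.5 (SE 0.24, adjusted p = 1.53e-07, n = 3 per line) and its other arm miR-342-5p fell by 4.54 (SE 0.50, adjusted p = 0.000143). In TamR8 the arms fell by 0.81 and 1.77 (adjusted p = 0.0476 and 0.0415), and in TamR1 neither passed, at −0.33 (adjusted p = 0.454) and −1.03 (adjusted p = 0.262). miR-33b, from an intron of SREBF1, fell in TamR1 by 1.23 (SE 0.27, adjusted p = 0.0167) and in TamR4 by 1.55 (adjusted p = 0.00359), with −0.45 (adjusted p = 0.32) in TamR8. miR-593 fell in TamR1 by 1.49 (SE 0.42, adjusted p = 0.048), with −0.10 (adjusted p = 0.899) in TamR4 and −0.51 (adjusted p = 0.487) in TamR8. Its TamR1 call was lost with quantile normalization, without normalization and with limma-trend. It was also lost with only the 2 cell lines fitted and with missing values at the highest Cp. Of these 4 miRNAs 2, 3 and 2 fell in TamR1, TamR4 and TamR8, the same numbers as when adjusted over the list alone, and as a set they passed the competitive test in each line with a preset correlation and in none otherwise (adjusted p = 0.174, 0.174 and 0.228 with an estimated correlation). They were picked by the study from these samples and are not independent evidence. The TamR1 calls of miR-593 and miR-33b were lost when any sample but TamR1 replicate A or TamR4 replicate B or C was left out (adjusted p up to 0.166) and without MCF-7/S0.5 replicate A or B or TamR1 replicate B or C (adjusted p up to 0.0552), and the TamR8 calls of miR-342-3p and miR-342-5p when any sample but TamR4 replicate B or C was left out (adjusted p up to 0.165) and without MCF-7/S0.5 replicate A, B or C or TamR1 replicate A or C or TamR8 replicate A, B or C (adjusted p up to 0.119).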

Among their predicted targets were SNAI2 (mir-593) and FYN (miR-342-3p/5p and miR-33b), respectively, two genes that showed increased expression in TamR vs. MCF7/S0.5 cells (Supplementary Figure 2). To investigate whether the reduced expression of miR-593/increased expression of SNAI2 had functional significance for tamoxifen resistance, we evaluated the growth of TamR and MCF7/S0.5 cells in the presence or absence of tamoxifen when the SNAIL-P53 binding inhibitor GN25 was added. The results showed that GN25 alone has a moderate effect on TamR cells but, when combined with tamoxifen, dramatically reduces growth, suggesting that inhibition of SNAI2 activity renders TamR cells highly susceptible to tamoxifen (Figure 4D).

Similarly, we evaluated whether the reduced expression of miR-342-3p/5p and miR-33b/increased expression of FYN had functional significance for tamoxifen resistance by evaluating the growth of TamR and MCF7/S0.5 cells in the presence or absence of tamoxifen when the cells were treated with SRC family kinase inhibitor PP2. The results showed that, treatment of TamR cells with PP2 resulted in significant growth inhibition of TamR cells, but no marked effect on the parental cell line (Figure 4E). Interestingly, similar to our observation with SNAI2 inhibitor, PP2 markedly enhanced tamoxifen-induced growth inhibition in cells otherwise resistant to tamoxifen. Moreover, to evaluate whether the 2 genes promote tamoxifen resistance independently or in combination, we treated TamR cells with the combination of PP2 and GN25 and found that the combination resulted in much more potent inhibition than the 2 compounds used separately (Figure 4D and 4E), suggesting that the 2 genes may promote resistance through separate pathways. In the tamoxifen-sensitive parental cell line, treatment with GN25, tamoxifen or combination of the 2 led to comparable and dramatic growth inhibition (Figure 4D), while PP2 treatment did not affect the growth of parental cell lines (Figure 4E).

### siRNA-mediated knockdown of SNAI2 increases tamoxifen-induced growth inhibition in tamoxifen-resistant breast cancer cell lines

To further evaluate whether the reduced expression of mir-593 and corresponding increased expression of its target gene SNAI2 is associated with tamoxifen resistance, we performed gene knockdown of, SNAI2. The result showed that siRNA transfection of breast cancer cell lines led to over 80% reduction in SNAI2 expression as measured by qRT-PCR (Figure 4F). The reduction in SNAI2 resulted in significant reduction of TamR cell growth, while no significant reduction in growth of parental MCF7/S0.5 cells was observed (Figure 4G), suggesting that mir-593 may affect tamoxifen resistance by controlling SNA12 expression.

### miRNA alterations in the cell line model are also seen in breast cancers of patients receiving adjuvant tamoxifen monotherapy

We assessed the clinical relevance of our results from the cell line model by comparing the miRNA data therefrom with those of primary tumors from ER+ breast cancer patients receiving adjuvant tamoxifen monotherapy. In this recent study, global miRNA expression in primary tumors of patients who experienced disease recurrence despite tamoxifen treatment were compared those who did not (data set GSE37405) [19]. As outlined in Materials and Methods, the miRNA data from the clinical study consisted of three independent cohorts. Patient classification was designed to separate training performance and independent test performance for all of the single miRNAs and for combinations of miRNAs by fitting a classifier on each cohort independently and testing that classifier on all three cohorts. Prediction performance was assessed by ROC analysis and summarized by the area under the ROC curve (AUC). The analysis showed that as single miRNA classifiers, miR-190b, miR-29b miR-516a-5p and miR-203, were the most promising (Supplementary Figure 3). Improved prognostic power of treatment outcome was observed for the combination of 2 miRNAs (miR-190b and miR-516a-5p) in 2 of 3 patient cohorts (Figure 5). Other combinations, including the 2 miRNAs combinations: miR-190b and miR-29b, miR-190b and miR-516a-5p, and the 3 miRNAs combinations: miR-190b, miR-29b and miR-203; miR-29b, miR-516a-5p and miR-203; miR-190b, miR-516a-5p and miR-29b, miR-190b, miR-516a-5p and miR-203 also exhibited promising prognostic power of treatment outcome (Supplementary Figure 3).

**Figure 5:**
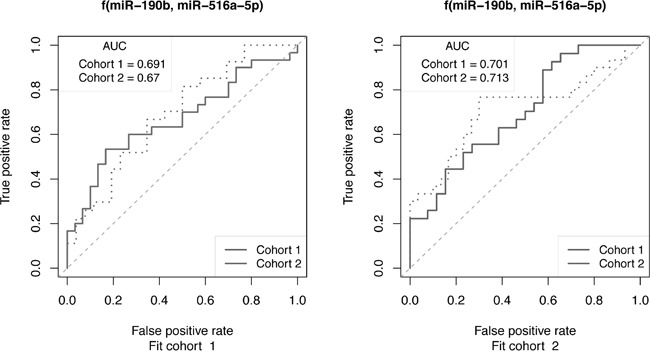
ROC curve analysis to assess the ability of miRNAs to predict outcome of cohorts of ER+ breast cancer patients receiving tamoxifen monotherapy Selected miRNAs that exhibited altered expression in TamRs vs. MCF-7/S0.5 cell lines were also predictive of recurrence following tamoxifen treatment. The 2-miR classifier, miR-190b and miR-516a-5p, was fit on cohorts 1 and 2 (Fit cohort) and then applied to both cohorts independently. Training performance is observed when Fit cohort and test cohorts are the same (dotted lines), while independent test set performance is observed when they differ (solid lines).

## DISCUSSION

Drug resistance is a major clinical issue in cancer treatment. In this study, we identified molecular mechanisms of tamoxifen resistance in ER+ breast cancer affected by miRNAs and their target mRNAs in a cell line model. To strengthen the regulatory associations of miRNAs and target mRNAs, we utilized inverse expression correlations between miRNAs and their computationally-identified mRNA targets and integrated curated evidence of TF-DNA and protein-protein interaction information to identify relevant miRNA-mediated mRNA regulations. Several miRNA-target relationships that extend beyond the known signaling events associated with tamoxifen resistance in breast cancer were identified.

Genomic heterogeneity is an important factor that complicates the interpretation of results obtained by global analysis of patient tumor material using advanced genomic technologies. This includes evaluation of tamoxifen resistance, which may be the result of different mechanisms in different patient tumors as well as within different areas of a single tumor [20]. Single cell sequencing may overcome this problem, but this technique is not commonly available and thus intratumor heterogeneity and thereby heterogeneity in the resistance mechanisms significantly complicate data interpretation [20]. Previous studies have shown that the TamR cell line model analyzed in the present study displays protein alterations also observed in clinical samples of patients resistant to tamoxifen treatment [21, 22], supporting the clinical relevance of the model. The three individual tamoxifen-resistant cell lines studied may represent individual resistant cell clones within a tumor. 

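Tested directly between the lines, miR-203 was lower in TamR4 and TamR8 than in TamR1, by 1.13 and 1.22 log2 units (SE 0.29, adjusted p = 0.0204 and 0.0303, n = 3 per line), and miR-101* lower in TamR4 than in TamR1 by 1.89 (SE 0.24, adjusted p = 0.000687), so miRNAs of the common set differed in degree. For miR-652, miR-152 and miR-516a-5p no difference between 2 TamR lines passed (adjusted p from 0.199 to 0.988). In total 86 of 480 miRNAs differed between TamR4 and TamR1 (21 higher and 65 lower in TamR4), 34 of 490 between TamR8 and TamR1 (16 and 18) and 70 of 474 between TamR8 and TamR4 (58 and 12). Over miRNAs changed in either line of a pair, miR-135a and miR-551b among them, the direction was the same for 78.6% of 98 in TamR1 and TamR4, 92% of 88 in TamR1 and TamR8 and 79.8% of 109 in TamR4 and TamR8, with Pearson r of 0.656, 0.631 and 0.693. Over as many miRNAs with the smallest p, unchanged lines simulated against shared controls had medians of 78.7%, 81% and 78.3% in the same direction and at most 93.8%, 90.1% and 95.6%, which only the share of TamR1 and TamR8 exceeded, and r with medians of 0.591, 0.603 and 0.602, and at most 0.853, 0.747 and 0.761.

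Since every fold change uses the same MCF-7/S0.5 samples, part of these correlations can come from the shared control. The counts and their balance followed the scaling. With the global mean the counts were 169, 109 and 149, with reference small RNAs 113, 63 and 110, without normalization 149, 22 and 70, and with only the 2 cell lines fitted 18, 44 and 14. The share higher in TamR4 than in TamR1 went from 24.4% to 41.4% with the global mean and 64.6% with reference small RNAs. Without TamR4 replicate C the counts became 164, 61 and 115, the TamR4 and TamR1 count was 38 without TamR4 replicate A and 55, 50 and 37 without TamR1 replicate A, B and C, the TamR8 and TamR1 count 18, 15 and 15 without TamR1 replicate A, B and C and 22 and 8 without TamR8 replicate A and C, and the TamR8 and TamR4 count 27 without TamR4 replicate A and 36, 37 and 37 without TamR8 replicate A, B and C.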

In accordance with this, we observed that the distinct TamR cell lines exhibited both shared and unique miRNA and mRNA expression changes. However, despite the uniqueness of miRNAs and mRNAs affected in the individual resistant clones, there was a good overall agreement in the affected molecular pathways.

Adding clinical relevance to our findings, comparison of the miRNA alterations observed in the cell line model to those observed in a large cohort of 152 primary ER+ breast cancer patients treated with tamoxifen [19] showed that in particular the combination of 2 miRNAs (miR-190b and miR-516a-5p) were predictive of treatment outcome in 2 of 3 patient cohorts.

We found that more than 60% of the significantly differentially-expressed genes showed a coherent inverse correlation of expression to their putative miRNA regulators (Supplementary Table 7). In addition, combinatorial regulation by miRNA, where more than one miRNA targets the 3′ UTR of mRNAs, may lead to a stable attenuation of expression of target mRNAs [23]. As an example of combinatorial regulation by miRNA is 14-3-3γ (YWHAG), which frequent overexpression is predictive of poor patient outcome in tamoxifen-resistant breast cancer and functions by activation of the MAPK and PIK pathways [24, 25]. We observed that YWHAG and YWHAZ were upregulated in TamR8, but not in TamR1 or TamR4. Their putative miRNA regulators were significantly downregulated in TamR8 (*p* ≤ 0.05). Bergamaschi *et al*. [24] recently showed that tamoxifen plays a suppressive role on expression of miR-451 in TamR cell lines by inducing loss-of-regulation of YWHAZ due to downregulation of miR-451, its known regulatory miRNA. However, we found no significant over-expression of miR-451 in our study.

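miR-451, a miRNA of red blood cells, was near the limit of the assay, with mean normalized Cp of 37.09 in MCF-7/S0.5 (2 of 3 samples measured), 36.33 in TamR1 and 35.89 in TamR8 (3 of 3), and it was measured in 1 of 3 samples of TamR4. Its log2 fold change was 0.76 (SE 0.69, adjusted p = 0.569) in TamR1 and 1.20 (SE 0.69, adjusted p = 0.307) in TamR8, so no rise of miR-451 passed the test. In TamR4 too few values were measured for a test.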

Furthermore, regulatory circuits consisting of transcription factors and miRNAs regulate gene expression at both the transcriptional and post-transcriptional levels. Transcription factor *FOXM1*, previously shown to bind the promoter of miR-135a and to positively regulate miR-135a levels [26], showed a downregulation, in agreement with reduced level of miR-135a and increased expression of EPHA4/EPHA7 specifically in TamR4 (Figure 4B). Given the important roles of FOXM1, EPHA4 and EPHA7 on breast cancer outcome [27-29], FOXM1 and miR-135a were good candidates for a siRNA knockdown study. However, we found that reduction of *FOXM1* alone was not sufficient to modulate miR-135a expression in TamR4, and downregulation of miR-135a was dependent on other factors that were not modulated in this siRNA study.

In our experiment, miR-181b was consistently upregulated in all tamoxifen-resistant cell lines. 

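miR-181b rose by 1.06 (SE 0.30, adjusted p = 0.0455) log2 units in TamR1 and by 1.13 (SE 0.30, adjusted p = 0.0322) in TamR8 against MCF-7/S0.5 (n = 3 per line). In TamR4 miR-181b was 0.72 (SE 0.30, adjusted p = 0.122) and did not pass the test. It passed there with the global mean, quantiles or reference small RNAs, so this result depended on the scaling. With the deposited constants the difference between TamR4 and TamR1 did not pass (adjusted p = 0.443), so miR-181b is not shown to behave otherwise in TamR4. The calls were lost when any sample but TamR1 replicate B or TamR4 replicate B or C was left out (adjusted p up to 0.155) in TamR1 and without MCF-7/S0.5 replicate A, B or C or TamR1 replicate C or TamR8 replicate A, B or C (adjusted p up to 0.109) in TamR8.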

In agreement with this, increased miR-181b expression was also associated with tamoxifen resistance by others [17]. Functional targets of miR-181b appeared to be relevant for breast cancer and drug resistance and were significantly downregulated in our study, including *HEY1, CA2, PIK3R1, LYN, ESR1, JUN, STAT1, MYB, BCL2, CYCS, BAMBI, CTGF* and *SOX9*. MiR-342 was one of the consistently downregulated miRNAs in all resistant cell lines and has been linked with tamoxifen resistance by Cittelly *et al*. [30] We identified 14 predicted functional targets of miR-342-3p/5p, including *FYN, TGFBR1, COL4A6, CDKN1A*, and Ephrins *EPHA4/7* (Supplementary Figure 2). miR-221 and miR-222 are known to be associated with tamoxifen-resistance [14], and our data provided some support for this hypothesis. miR-221 level was slightly increased in TamR1 and TamR4 (log2FC 0.53 and 0.64, respectively, *p* ≤ 0.05), but not in TamR8, whereas miR-222 was downregulated specifically in TamR4 (log2FC −0.51, *p* ≤ 0.05), perhaps as a consequence of a regulatory event upstream of miR-221/222 regulation.

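Against MCF-7/S0.5, miR-221 stood at 0.78 (SE 0.23, adjusted p = 0.0583) log2 units in TamR1, 0.42 (SE 0.23, adjusted p = 0.24) in TamR4 and 0.18 (SE 0.23, adjusted p = 0.669) in TamR8 (n = 3 per line), and passed the test on adjusted p in none, with unadjusted p = 0.00656 in TamR1 and 0.0994 in TamR4. miR-222, its cluster partner with the same seed, was 0.51 (SE 0.25, adjusted p = 0.265) in TamR1, −0.66 (SE 0.25, adjusted p = 0.0968) in TamR4 and 0.24 (SE 0.25, adjusted p = 0.58) in TamR8, again without passing, at unadjusted p = 0.0221 in TamR4. The miR-342 arms fell in TamR4 and TamR8.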

The miRNA-mRNA inverse-correlation analysis identified miR-593, which was downregulated in TamR cell lines vs. MCF7/S0.5, while its predicted target SNAI2 was upregulated. Similarly, miR-342-3p/5p and miR-33b were downregulated in TamR vs. MCF7/S0.5 cells, while their predicted target FYN was upregulated. To assess whether the two miRNA-gene axis were central to the tamoxifen resistance phenotype, we used chemical inhibitors of the two genes and evaluated their influence on TamR growth. Interestingly, GN25, a chemical agent interfering with SNAI2 binding to P53, reduced the growth of all three TamR cell lines only in the presence of tamoxifen, while no effect was observed on TamR growth in the absence of tamoxifen, and its effect on the parental cell line was independent of tamoxifen. This suggests that the reduced mir-593/enhanced SNAI2 expression observed in TamR cells may influence the effect of tamoxifen, and that specific inhibition of SNAI2 function may render the cells susceptible to the growth-inhibiting effects of tamoxifen. Some GN25-mediated growth inhibition of the parental cell line was also observed. While SNAI2 was upregulated in TamR vs. parental cell lines, some expression in the parental cell line was observed. As GN25 treatment may lead to the complete abolition of SNAIL activity, and since SNAI2 is an anti-apoptotic molecule [31], complete abolition of its activity may affect survival of the cells, including the parental cell lines. This suggests that while residual expression of SNAI2 is essential for cell survival, the increased expression observed in tamoxifen-resistant cells may contribute to the resistance phenotype.

Similarly, we performed growth assays of TamR cell lines in the presence of a selective inhibitor of SRC family kinases PP2 and showed that the inhibitor reduced the growth of TamR cells, but had no significant effect on the tamoxifen-sensitive parental cell line, suggesting that the altered miR-342-3p/5p and miR-33b/FYN axis observed in TamR cells is important in the resistance mechanism. TamR cell growth was inhibited both in the presence and absence of tamoxifen, suggesting that FYN acts independently of ER. In line with this, we have recently shown that siRNA knockdown of *FYN* in TamR cells enhanced their susceptibility to the effects of tamoxifen [32]. Although we have not proven that the PP2-mediated growth inhibition of TamR cells was due to inhibition of FYN kinase activity, as the drug targets multiple SRC family kinases at high concentrations, it seems highly plausible since FYN and LYN were the only SRC family kinases that exhibited increased expression, and knockdown of LYN in TamR cells did not affect cell growth [32]. Similarly for GN25, only SNAI2 was upregulated in TamR, and not the other snail proteins, SNAI1 or SNAI3, recognized by GN25. Moreover, using the PP2 and GN25 inhibitors in combination led to a dramatic reduction in cell viability beyond that of either of the two compounds alone, suggesting that the two genes independently contribute to resistance. It may be argued that chemical inhibitors are non-specific and the effect may not be attributed to a specific gene, however, knockdown of *SNAI2* using siRNA transfection resulted in marked reduction in cell growth in TamR cell lines similar to the chemical inhibitors, confirming the importance of the genes in endocrine resistance. In agreement with this, a recent report showed that reduced expression of SNAI2 reduces the aggressiveness of cancer cells [33].

A recent study by Ward *et al*. [34] identified miR-375 as a marker of tamoxifen resistance in a different tamoxifen-resistant cell line model, showing that miR-375 expression level was directly proportional to tamoxifen sensitivity. However, in our study, we observed no miR-375 downregulation and indeed found a significant upregulation in TamR8 (logFold change 1.05, p ≤0.05), perhaps due to differences in the cell models used. 

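miR-375, abundant in pancreatic islets and in hormone receptor-positive breast cells, rose in TamR8 by 1.19 (SE 0.30, adjusted p = 0.0306) log2 units against MCF-7/S0.5 (n = 3 per line). In TamR1 miR-375 was 0.12 (SE 0.30, adjusted p = 0.851) and in TamR4 −0.12 (SE 0.30, adjusted p = 0.831), so no fall passed the test in any TamR line. miR-375 was higher in TamR8 than in TamR4 by 1.32 (adjusted p = 0.0173). The TamR8 call of miR-375 was lost without MCF-7/S0.5 replicate A, B or C or TamR8 replicate A, B or C (adjusted p up to 0.104).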

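miR-190b fell by 2.90 log2 units in TamR4 (SE 0.60, adjusted p = 0.0141, 2 of 3 samples measured) and by 2.09 in TamR8 (SE 0.53, adjusted p = 0.0415, n = 3) against MCF-7/S0.5. In TamR1 miR-190b was measured in 1 of 3 samples and not tested. miR-135a and miR-135b fell in every TamR line, so 2 of 2, 3 of 3 and 3 of 3 tested miRNAs of this overlap fell in TamR1, TamR4 and TamR8, the same numbers as when adjusted over the list alone. The overlap was picked by the study with these samples in hand and is not independent evidence, and the TamR8 call of miR-190b was lost without MCF-7/S0.5 replicate A, B or C or TamR1 replicate C or TamR8 replicate A, B or C (adjusted p up to 0.122).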

Further, of the ten miRNAs with significant downregulation in the tamoxifen-resistance models of Ward *et al*. [34], three were also downregulated in our study (miR-135a, miR-135b, miR-190b), while five were missing or undetectable by our qPCR assays. Among twelve significantly upregulated miRNAs in the same study [34], five were also upregulated in our study in one or more cell lines (miR-551b, miR-519a, miR-521, miR-205 and miR-455-3p), while four were missing or undetectable by our qPCR assays.

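miR-205, a miRNA of basal epithelium, rose in TamR8 by 3.07 (SE 0.28, adjusted p = 5.39e-05) log2 units against MCF-7/S0.5 and miR-455-3p by 1.54 (SE 0.33, adjusted p = 0.0128), with n = 3 per line. In TamR1 and TamR4 miR-205 was 0.32 (adjusted p = 0.544) and 0.23 (adjusted p = 0.642), and miR-455-3p −0.19 (adjusted p = 0.772) and 0.32 (adjusted p = 0.563). TamR8 exceeded TamR1 and TamR4 for miR-455-3p by 1.73 and 1.23 (adjusted p = 0.0115 and 0.029). miR-521, of the chromosome 19 cluster, passed in no line, at 1.10 (adjusted p = 0.176) in TamR1, 0.48 (adjusted p = 0.521) in TamR4 and 1.40 (adjusted p = 0.108) in TamR8 (2 of 3 samples measured). miR-551b and miR-519a rose in every TamR line, so 2, 2 and 4 of the 5 miRNAs rose in TamR1, TamR4 and TamR8 (2, 2 and 5 adjusted over the list alone). This overlap was chosen by the study and is not independent evidence, as a set it passed the competitive test in TamR4 and TamR8 with a preset correlation and in no line otherwise (adjusted p = 0.471, 0.246 and 0.174 with an estimated correlation), and the TamR8 call of miR-455-3p was lost without TamR8 replicate C (adjusted p up to 0.0502).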

Our systematic approach of inferring miRNA-target relationships elucidated important and detailed gene regulation events that may contribute to the development of tamoxifen resistance. Several miRNA-target relationships were identified, many showing significant association with various signaling events previously associated with the development of tamoxifen resistance. Clearly further functional studies are needed to experimentally confirm the identified miRNA-target relationships. While we realize that the observed gene regulation is a combination of miRNA targeting as well as post-transcriptional modifications of the upstream promoters of miRNAs and/or their target genes, our study nonetheless supports the importance of miRNA-mediated gene regulatory events in tamoxifen resistance. Targeted experiments based on our findings will bring insight into tamoxifen resistance in ER+ breast cancer and provide the basis for future medical intervention of ER+ tamoxifen-resistant breast cancer.

## MATERIALS AND METHODS

### Cell lines and standard culture conditions

The human breast cancer cell line MCF-7 was originally received from The Breast Cancer Task Force Cell Culture Bank, Mason Research Institute (Worcester, MA). The MCF-7 cells were gradually adapted to grow in low serum concentration and the tamoxifen-sensitive subline MCF-7/S0.5 [35] was used to establish TamR cell lines by extended treatment with high dose tamoxifen (1 μM), as previously described [21, 36]. The three TamR cell lines, MCF-7/TamR-1 (TamR1), MCF-7/TamR-4 (TamR4), and MCF-7/TamR-8 (TamR8) were derived from distinct colonies grown in culture of MCF-7/S0.5 cells incubated with tamoxifen [22]. The cells were grown in a standard phenol-red-free DMEM:F12 (1:1) medium (21041-025, Gibco, Naerum, Denmark) supplied with 1% heat-inactivated FBS (10270-106, Gibco), 6 ng/ml insulin (I6634, Sigma, St Louis, MO, USA) and 2.5 mM glutamax (35050, Gibco). The standard medium for the TamR cell lines was supplied with 1 μM tamoxifen (T5648, Sigma). MCF-7/S0.5 and the TamR cell lines were passaged once per week and seeded in 1×10^5^ and 1.4×10^5^/T25 flasks, respectively. The cell lines were cultured at 37°C and 5% CO_2_ and kept at low passage numbers throughout the experiments (<10 passages). For authentication of the cell lines DNA fingerprinting by short tandem repeat (STR) analysis (Cell IDTM system, Promega, Roskilde, Denmark) was performed.

### miRNA profiling using quantitative real-time PCR

Total RNA from cell line cultures was extracted and purified using TRIzol (Invitrogen, Naerum, Denmark) and EtOH-precipitated. miRNA qPCR profiling was conducted using miRCURY LNA™ Universal RT microRNA PCR system (Exiqon, Vedbaek, Denmark), per manufacturer's instructions. In brief, 50 ng total RNA was reverse-transcribed in 40 μl reactions on a Bio-RAD S1000 Thermal Cycler (60 min at 42°C, followed by heat-inactivation of the reverse transcriptase for 5 min at 95°C). From the resulting cDNA, 32.5 μl was used for a SYBR green master mix and run in 10 μl real-time amplification on microRNA Ready-to-use PCR, Human panel I+II, V2.R plates (Exiqon, product number 203608) on a Roche LightCycler^®^ 480 real-time PCR system. The applied PCR settings were: 10 min at 95°C, 40 amplification cycles (95°C/10 sec, 60°C/1 min, ramp rate 1.6°C/sec). For each cell line, three biological replicates were analyzed.

### Small RNA library and sequencing

Total RNA (48 μl) from cell line cultures was extracted and purified using a TRIzol reagent kit (Invitrogen) according to the operational manual protocol. Small RNA libraries were generated from the purified RNA using Illumina's Small RNA v1.5 Sample Preparation kit (Illumina, Shanghai, China) according to the manufacturer's guidelines. Briefly, the RNA sample was size fractionated, and 18-30 nt RNA was isolated and purified (6-8 μl). After 5′ and 3′ adaptor ligation, RNA was reverse-transcribed and amplified using 14 PCR cycles of 98°C for 10 sec and 72°C for 15 sec to generate small RNA libraries. The libraries (1 μl) were loaded on an Agilent Technologies 2100 Bioanalyzer to check size and purity, and qPCR to check concentration. Libraries were sequenced on an Illumina Genome Analyzer II and processed with the Illumina pipeline v1.4.0.

### Accession numbers

NCBI Gene Expression Omnibus database accession number for the raw data of miRNA qPCR and miRNA sequencing of MCF-7/S0.5 and the three TAM^R^ cell lines is GSE56411.

### Gene expression arrays

Total RNA was purified from each cell line using TRIzol (Invitrogen) and EtOH-precipitated. Two to 3 independent cultures were used for RNA purifications for each of the TamR cell lines grown separately, and each of the biological replicates (3, 3 and 2, respectively) were individually analyzed on Affymetrix Gene Chip^®^ Human Genome U133 plus 2 arrays (High Wycombe, UK). For MCF-7/S0.5 cells, RNA from 6 independent cultures were purified and arrayed separately. One cycle target labeling and hybridization were performed following manufacturer's instructions and as described by Elias *et al*. [32].

### Analysis of miRNA qPCR data

Primers leading to more than one peak in melting characteristics were identified and annotated via melting curve analysis performed in R. We applied a signal-dependent, non-linear, normalization method similar to that described by Workman *et al*. [37]. The offset amounts were calculated by fitting cubic-spline to the entire dataset and were added to the raw data to obtain desired target distributions. Our normalization approach offered 20% reduction in replicate standard error of means. Subsequently, we used *limma* [38] from Bioconductor package to identify miRNAs with altered expression between tamoxifen-resistant and -sensitive cell lines.

### Analysis of sequencing data

Low-quality 3′ ends of reads were trimmed, and those shorter than 15 nt were eliminated. Prior to alignment, a table was compiled of unique reads with the number of copies of each in a given experiment. These reads were aligned to the subset of mature human miRNA sequences obtained from miRBase [39] September 2010 release, that were covered by the qPCR panels. BLAT search of reads to the reference was applied with no mismatches or gaps allowed in the alignment. Multiple-mapped reads were discarded from further analysis. Normalized read counts per miRNA were analyzed for differential expression using DESeq [40] in Bioconductor R environment.

### Analysis of microarray data

Raw gene expression data was obtained from Elias *et al*. [32]. Our inverse correlation analysis to infer predicted functional miRNA-target relationships is highly dependent on the gene expression patterns, and technical variances were minimized by processing the arrays using the RMA (robust multi-array average) approach [41] implemented in the Bioconductor package affy [42]. RMA normalization consisted of three steps: background correction, probe-level quantile-normalization and probeset summarization using a robust linear model fit to the log-transformed normalized values. Genes exhibiting altered expression were identified using limma package [38] in R.

### Integration of miRNA-mRNA expression data

qPCR-measured miRNAs exhibiting higher absolute fold-changes (absolute log2 fold-change ≥0.7, no p-value threshold) in one or more TamR vs. MCF-7/S0.5 cell lines were selected. To cover a larger and unbiased set of predicted miRNA-target relationships, we considered target predictions made by the following tools: miRanda, miRDB, miRWalk, PICTAR5, RNA22 and Targetscan [43-48]. We next calculated Pearson's correlation coefficient, *r* for expression levels of each predicted miRNA-target pairs. Due to the differences in the sample sizes of relevant cell lines in miRNA and mRNA expression datasets, RMA normalized expression levels of each gene and Cp-values for every miRNA were summarized to one value per cell line type by calculating an average across replicates. Since miRNA expression is expected to be inversely proportional to their mRNA targets and Cp-values from qPCR are inversely proportional to expression levels, a series of tests for correlations between Cp and RMA values were performed over the summarized expression datasets and the resulting correlation coefficients were negated. Highly negatively-correlated (*r* ≤ −0.8) miRNA-mRNA pairs were inferred to have a predicted functional interaction if at least two of the six target predictors supported the interaction.

To assess our hypothesis that the relative extent of changes in expression of the predicted functional targets is higher than that of the non-targets, sets of correlated miRNA-mRNA pairs were tested by two-sample Wilcoxon rank-sum tests for each resistant cell line. Two-sided Wilcoxon tests were performed on the observed fold-changes of predicted functional miRNA targets versus fold-changes of non-targeted mRNAs, including the predicted, but not functional, target mRNAs. P-values of Wilcoxon tests were corrected for multiple testing errors via the Benjamini Hochberg method. If the target mRNAs had lower ranks than the background list of mRNAs, then the log_10_ of Wilcoxon rank sum test p-values were given a negative sign. This analysis was carried out in R statistical environment.

### Identification of tamoxifen resistance-associated miRNAs in tumors of tamoxifen-treated breast cancer patients

The miRNA expression profiles of the cell lines were compared with our previously published dataset (GSE37405) [19] of global miRNA profiles of primary ER+ tumor samples from 152 adjuvant tamoxifen-treated breast cancer patients. This study was comprised of three cohorts, test sets 1, 2 and 3. Test set 1 is a cohort of 52 patients who received an average of 2 years of tamoxifen therapy, had large tumors (12-95 mm) and an average >4.5 axillary lymph nodes with tumor infiltration at the time of diagnosis. Of these patients, 26 later experienced recurrence. Test set 2 consisted of 60 patients with high numbers of tumor-infiltrated lymph nodes (range: 1-29, average: 8.6), 30 of whom experienced recurrence. Test set 3 consisted of 40 patients who had received 3-5 years of tamoxifen therapy, and of these 19 experienced recurrences. Clinical and pathological characteristics of the three patient subgroups are listed in Supplementary Table 8. Normalization and pre-processing of microarray data from GSE37405 [19] was performed in R using *limma* package [38]. The resistant cell lines, TamR1, TamR4 and TamR8, were considered model systems for recurrence, and the parental cell line MCF-7/S0.5 was considered a model for patients without recurrence. Differentially-expressed miRNAs from the cell line model were assessed for possible changes of expression between recurrent and non-recurrent patient samples in the three test sets (cohorts) fitting a logistic regression model. miR-190b, miR-29b, miR-516a-5p, miR-203, expression profiles were used to calculate their predictive power to differentiate recurrent or non-recurrent samples in GSE37405 as a single marker or in combinations. Area under the curve (AUC) values were calculated using the ROCR package [49].

### Gene knockdown studies

Small interfering RNAs (siRNAs) targeting SNAI2, FOXM1 and scrambled siRNA controls were designed and synthesized by Qiagen (Copenhagen, Denmark). Cell transfection was performed using the Ingenio electroporation kit according to manufacturer's instructions (Mirus, Madison, WI, USA). Briefly, cells grown to 70-80% confluence were harvested, counted and resuspended in 100μl of Ingenio electroporation solution containing 150 nM of the required siRNAs. The mixture was transferred into a 0.2 cm cuvette and electroporated using an Amaxa nucleofector device (Lonza, Cologne, Germany). Transfected cells were then seeded in the appropriate culture medium. Cells were harvested 48 or 72 hours later for evaluation of the efficiency of gene knockdown using real time PCR and/or Western blotting [50]. Growth assay was performed 96 hours after gene knockdown. Scrambled siRNA transfected cells were used as controls.

### Evaluation of the effect of specific chemical inhibitors on TamR cell growth

MCF-7/S0.5 and TamR cell lines (10^5^cells/ml) were seeded in 24-well plates (Sigma) in the presence or absence of 1μM tamoxifen (Sigma) and 3μM SNAIL-P53 binding inhibitor GN25 (Millipore, Darmstadt, Germany) or 2.5μM SRC family kinase inhibitor PP2 (Tocris Bioscience, Bristol, UK). Cell growth was measured 3 days after seeding using a crystal violet-based colorimetric assay. Each assay was performed in quadruplicates.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

DE: differentially expressed
logFC: log2-fold change

How the deposited data were processed for this re-analysis (not part of the article)

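MiRNA levels were measured by LNA-based qPCR in 12 samples of 4 cell lines, the parental MCF-7/S0.5 and its tamoxifen-resistant derivatives TamR1, TamR4 and TamR8, with 3 biological replicates each as described in the paper. How far the replicate cultures were separated is not described for this assay, so p-values measure the spread between these samples. The resistant lines were kept in medium with 1 µM tamoxifen and the parental line was not, so the line and the drug in the medium could not be separated.

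The authors deposited the raw crossing points (Cp, in cycles, with 40 for no amplification) of 2 panels of 384 wells per sample, and a normalized table whose values are the raw Cp plus 1 constant per sample, all on a log2 scale in which 1 cycle less is 1 log2 unit more RNA. The Methods describe a cubic-spline normalization that depends on the signal, and the deposited normalized values do not contain such a curve. The normalized table held values for 346 wells of panel I and 0 of panel II, so the same constants were added to panel II. The 6 assays present on both panels differed by −0.015 to 0.237 cycles between panels per sample. A deposited table of log2 fold changes for 510 miRNAs, made by the authors with limma according to the submitters' processing notes, which give no version, had correlations of 0.976, 0.98 and 0.996 with the values computed here for TamR1, TamR4 and TamR8, and the same sign for 87%, 93.6% and 95.7% of miRNAs.

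Values at 40 cycles were treated as not measured. Of 745 miRNA assays, 393 were measured in every sample, 221 on panel I and 172 on panel II, and assays of 1 name on both panels were kept apart. The 4 lines were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with no block), and each TamR line was compared with MCF-7/S0.5 and with the other TamR lines for miRNAs with at least 2 measured values in both lines. The p-values were adjusted by Benjamini and Hochberg within each comparison, and a miRNA was taken as changed at an adjusted p under 0.05. Every adjusted p given with a miRNA is from this limma model, in which the spread is shared over the 4 lines, and SE is the standard error of the fitted log2 fold change. An exact permutation test of 3 against 3 samples cannot give a p below 0.1. Replicate letters were not used to pair samples, as deviations from the line means had a median r of 0.0255 between samples with the same letter and of −0.0276 between others.

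The miRNAs named in the text follow a rule: every miRNA that the paper names in the lists compared here, the 10 largest changes in each direction in each TamR line and the 5 largest in each direction between TamR lines, among those past the test with all 3 samples of both lines measured and no overlap of their values, and up to 4 members of each other list as examples. The values in the paper's tables had been seen by then. This rule, the comparisons, the tests, the alternatives and 26 lists of clusters, seed families and cell-type markers were set before the data were examined, with 11 lists of miRNAs taken from the paper. Lists were counted member by member, and 31 of them with at least 3 fully measured members entered limma's competitive test camera with a preset correlation of 0.01 and with an estimated one, 93 tests being adjusted together. The median of a list relative to all miRNAs measured in every sample was used as its shift.

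The procedure was tested on simulated data. With 20 miRNAs shifted by each size in 20 simulations, 58%, 56.5% and 57.2% of shifts of 1 log2 unit were called in TamR1, TamR4 and TamR8, 87.5%, 87.5% and 88% of shifts of 2, and 7.43%, 13.9% and 6.87% of the calls were false. The share of false calls lay above the threshold of 0.05 on adjusted p in each line, and was highest in TamR4. Calls in TamR4 are therefore less certain than those in TamR1 and TamR8. The fit shared the spread over the 4 lines, though the median SD was 0.509 cycles in TamR4 and at most 0.252 in the others. The SE and adjusted p given for TamR4 may thus be too small. Of 100 miRNAs shifted in all lines, a median of 62.5 were recovered in the common set, with 1 false. A list of chromosome 19 miRNAs raised by 1 was called in 100% of 60 camera tests and the other lists in 0.267% of 1500. The simulated miRNAs varied independently of one another, without an offset per sample. The rate of false list calls therefore does not cover lists with correlated members. The estimated correlation was 0.174 in the chromosome 19 cluster and 0.802 in the let-7 family.

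Alternatives covered the normalization (global mean, none, quantile, reference small RNAs), the detection filter, missing values at the highest Cp, limma-trend, fits of only the 2 lines compared, a replicate block, a fold-change minimum of 0.7, adjustment over the 3 comparisons together, the authors' fold-change table and each sample left out in turn. Centring each panel on its own mean and using panel I only were added after the data had been seen. With a line reduced to 2 samples the spread was still pooled over all lines. Small RNA sequencing, mRNA arrays, target prediction, growth assays and patient cohorts were not analysed here.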

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

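The tests of unequal input between TamR4 samples, of their difference between panels and of the size of line differences without each sample, and the comparison of hairpin arms with other hairpins, were chosen only after the result was seen.

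Direct tests between the resistant lines picked out miRNAs whose change differed from line to line, 86 between TamR4 and TamR1, 34 between TamR8 and TamR1 and 70 between TamR8 and TamR4. Among miRNAs measured in all 3 samples of both lines and without overlap of their values, TamR4 differed from TamR1 most in miR-551b 3.42, miR-766 3.11, miR-149* 2.80, miR-720 2.06 and miR-943 1.97, and in miR-342-3p −4.72, miR-342-5p −3.51, miR-135a −3.50, miR-196b −2.48 and miR-26a-2* −2.45 (log2, n = 3 per line). Among such miRNAs the largest differences in TamR8 against TamR1 were miR-218 5.92, miR-766 3.61, miR-205 2.75, miR-943 2.26 and miR-455-5p 1.99, and miR-212 −2.10, miR-25* −2.09, miR-135a −2.05, miR-550* −1.70 and miR-132* −1.68. For TamR8 against TamR4 they were, by the same rule, miR-218 4.88, miR-342-3p 4.25, miR-190 3.05, miR-205 2.85 and miR-342-5p 2.77, and miRPlus-D1046 −2.76, miR-33b* −2.28, miR-551b −2.13, miR-659 −1.85 and miR-106b* −1.62. Of these, miR-659 read close to the limit of the assay in TamR8, at normalized Cp of 38.58 to 39.54. Some miRNAs with only 2 measured samples in 1 or both lines passed the test with differences as large, though without either of those samples they could not be tested. Named after their values were seen, these were miR-517b 2.97, miR-1244 2.86, miR-298 2.48, miR-519e* 2.07 and miR-520d-3p −2.69 between TamR4 and TamR1, miR-449a 3.00 and miR-34b 2.99 between TamR8 and TamR1, and miR-105 3.06, miR-519e* −2.70 and miR-611 −1.92 between TamR8 and TamR4. So the arms of miR-342 were low in TamR4 beside both other lines, and miR-218 and miR-205 were high in TamR8. Differences lost with a sample left out were miR-766 between TamR4 and TamR1 without TamR1 replicate A or C or TamR4 replicate A (adjusted p up to 0.0778) and between TamR8 and TamR1 without TamR1 replicate A or C or TamR8 replicate C (adjusted p up to 0.0765), miR-943 between TamR8 and TamR1 without TamR8 replicate C (adjusted p up to 0.0536), miR-25* without MCF-7/S0.5 replicate B or C or TamR1 replicate A, B or C or TamR8 replicate A, B or C (adjusted p up to 0.129), miR-550* without MCF-7/S0.5 replicate B or C or TamR1 replicate A, B or C or TamR8 replicate B or C (adjusted p up to 0.119), miR-135a between TamR8 and TamR1 without TamR1 replicate B or C or TamR8 replicate B or C (adjusted p up to 0.0565), miRPlus-D1046 without TamR4 replicate A, B or C or TamR8 replicate A, B or C (adjusted p up to 0.116) and miR-659 when any sample but MCF-7/S0.5 replicate C or TamR1 replicate B or TamR4 replicate B was left out (adjusted p up to 0.135).

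Failed or misread wells in more than 1 sample cannot be told apart over all of these, since the other arm of the hairpin lay in the same direction in 12 of 13 pairs (92.3%, 11 hairpins, miR-33b the exception), but so did 67.6% of 318 pairs of other hairpins. In 6 pairs, of miR-149*, miR-26a-2*, miR-455-5p, miR-132* and, in both contrasts, miR-342-3p, the other arm passed the test in the same direction, which argues against a failed well for these. For miR-33b*, at −2.28 in TamR8 against TamR4, the other arm miR-33b passed in the opposite direction (1.10, adjusted p = 0.0242). Unequal input or normalization is argued against by 26 of 30 differences (86.7%) that kept their direction and the test under every centred scaling. These were picked as the largest, which favours keeping them. The median difference between TamR4 and TamR1 moved only from −0.31 to −0.09 with the global mean. The test therefore says nothing on smaller differences. A single aberrant replicate, or a failed well in 1 sample, is argued against as the whole source, since without any 1 sample the 22 differences that always passed kept at least 77.6% of their size (at least 3.82 SE from 0). The 8 that lost the test in some removal kept at least 76.2% (2.66 SE), so their size does not rest on 1 sample, though with fewer samples they did not pass. The 100% without overlap of replicate values adds nothing, since these miRNAs were chosen for that. The same choice also favours keeping the size without 1 sample. That the clones differ remains open and may underlie the pattern, but was not tested.

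With 3 samples against 3 there are only 10 splits, too few for a share under 0.05. The real split was the 1 of 10 with the most changed miRNAs in each comparison, 50, 72 and 68 for TamR1, TamR4 and TamR8 against MCF-7/S0.5 and 86, 34 and 70 between the lines, where the highest of the other splits gave 0, 0 and 1, and 0, 0 and 0.

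Some miRNAs that the paper does not discuss amplified in all 3 samples of a TamR line and in none of MCF-7/S0.5, which gives lower bounds on their log2 fold change. In TamR4 miR-873 was at least 3.07 higher, miR-492 2.45, miR-202 2.04, miR-184 1.81, miR-517a of the chromosome 19 cluster 1.28 and miR-886-5p 6.31, the last with an SD of 4.58 cycles between its samples. miR-491-3p was at least 1.34 higher in TamR1 and 2.54 in TamR4, and miR-595 3.83 in TamR8 (SD 2.96 cycles). Others went the opposite way, amplified in all 3 samples of MCF-7/S0.5 and in none of a TamR line. In TamR1 miR-612 was at least 4.10 lower, miR-556-3p 3.04, miR-452 2.58 and miR-224 1.56, in TamR4 miR-148b* 2.35, miR-34c-5p 1.94 and miR-224 1.01, and in TamR8 miR-520f of the chromosome 19 cluster 2.91 (SD 1.76 cycles) and miR-106a* 2.33. Apart from miR-886-5p, with a mean normalized Cp of 33.61, all these miRNAs read late where they amplified, from 36.09 (miR-595) to 38.73 (miR-224). That is close to the limit of the assay, where a well can fail to amplify by chance. The bounds are therefore nominal and none was tested. How many such patterns noise alone would give was not examined. The unnamed assay miRPlus-C1070, also outside those the paper discusses, was higher in every TamR line, by 2.33 in TamR1, 1.51 in TamR4 and 1.09 in TamR8 (adjusted p = 0.000609, 0.00273 and 0.0182), and its TamR8 call was lost without MCF-7/S0.5 replicate A or B or TamR8 replicate A or B (adjusted p up to 0.0762).

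TamR4 samples differed from one another more than those of the other lines, with a median SD 2.02 times the largest of the others. Their mean deviations were −0.11, −0.35 and 0.46 log2 units in replicate A, B and C, a positive value being more RNA and a lower Cp. Late amplification is argued against, since among miRNAs with a mean raw Cp below 30 the ratio was 2.36. An offset of a single panel is argued against, since the mean deviations in the same log2 units were −0.19, −0.30 and 0.48 on panel I and −0.01, −0.41 and 0.42 on panel II. The SD of their difference was 0.367 (SE 0.0661) times that on a panel, where such an offset gives about 1. The ratios to the other lines were 2.32 on panel I and 1.5 (SE 0.113) on panel II, the latter not clear of the bound of 1.5 set beforehand. Once every sample was centred on its own mean the ratio fell to 1.02, so unequal RNA input that the deposited constants left in place is a candidate explanation. No biological explanation was tested.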

How the results depend on the processing

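Centring each panel on its own mean and using panel I only were chosen after the data were seen. Every result below is a count or correlation of the limma analysis. Moved means a count changed by over 1.5 times or a correlation by more than its jackknife standard error, taken from leaving out each sample. The cause was not tested for any of them, except that a narrower selection of miRNAs lowers, by construction, a count made on fold change alone. Counts that rest on the adjusted p could rise with a narrower selection of miRNAs or samples. The common set of 9 higher and 5 lower miRNAs became 12 and 7 with measurement in all 12 samples. It became 16 and 7 without TamR4 replicate C.

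With the global mean, 100, 160 and 126 miRNAs changed in TamR1, TamR4 and TamR8, 42 in all 3 in the same direction (13 of the common 14 among them) and 235 in at least 1, the pairs TamR1 and TamR4, TamR1 and TamR8, and TamR4 and TamR8 shared 54, 61 and 67, and 169, 109 and 149 differed between TamR4 and TamR1, TamR8 and TamR1, and TamR8 and TamR4. In the same order, centring each panel gave 97, 162 and 126, 46 in common (14 of the 14), 235 in any, pairs 65, 54 and 68 and differences 138, 108 and 150. Reference small RNAs gave 171, 212 and 206, 95 in common, 304 in any, pairs 113, 130 and 132, and 63 and 110 for the TamR8 differences. Without normalization 29 changed in TamR8, 7 in common (6 of the 14), pairs 11, 15 and 9, and 149 and 22 for TamR4 and TamR8 against TamR1. Quantile normalization gave 22 in common (13 of the 14). Fitting only the 2 cell lines compared gave 25 in TamR4, 12 for TamR1 and TamR4, 17 for TamR4 and TamR8, and differences of 18 and 14 of TamR4 from TamR1 and TamR8. Missing values at the highest Cp gave 42 in TamR8, pairs with TamR8 of 16 and 17, and a correlation of TamR4 and TamR8 of 0.451. A mean raw Cp under 35 gave 215 miRNAs at 0.7 or more and panel I only 171, by construction from fewer miRNAs. Fitting a replicate block moved no count but kept 11 of the 14, fitting only the 2 cell lines kept 9, missing values at the highest Cp 11, limma-trend 13 and at least 1 measured value 13. Of 181 calls of named miRNAs, 26 were lost with the block, 56 without normalization, 42 with only the 2 cell lines, 41 with missing values at the highest Cp, 27 with reference small RNAs, 15 with quantiles and 7 with limma-trend. No count or correlation moved with limma-trend, measurement in all 12 samples, at least 1 measured value, the minimum of 0.7, joint adjustment or, for the results it could give, the authors' table.

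The share of changed miRNAs that were higher also followed the scaling. In TamR1, TamR4 and TamR8 it was 66, 38.9 and 63.2% as deposited, 62, 45 and 50.8% with the global mean, 87.2, 22.4 and 82.8% with none, 65.5, 45.7 and 60.9% with quantiles, 91.8, 88.7 and 94.7% with reference small RNAs and 60.8, 48.1 and 51.6% with each panel centred, and between the lines (TamR4 and TamR1, TamR8 and TamR1, TamR8 and TamR4) 24.4, 47.1 and 82.9%, 41.4, 42.2 and 59.1%, 4.7, 31.8 and 91.4%, 40.7, 55.3 and 64.5%, 64.6, 71.4 and 64.5% and 40.6, 42.6 and 56%. Reference small RNAs shifted the median miRNA by 0.49, 0.62 and 0.69 and no normalization by 0.50, −0.31 and 0.22. No named call reversed. Among values not past the test, reference small RNAs reversed miR-375 (0.62), miR-25 (0.71), miR-93 (0.56), miR-34c-3p (0.47), miR-29b-2* (0.73) and miR-542-5p (0.65) in TamR4 and let-7b (0.52) and miR-30b (0.55) in TamR8, and quantiles miR-93 in TamR4 (0.49).

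With 1 sample left out, ranges were 20 to 76, 45 to 119 and 24 to 97 changed in TamR1, TamR4 and TamR8, 6 to 23 in common, 71 to 192 in any, 304 to 348 at 0.7 or more, 12 to 29, 10 to 41 and 9 to 44 for the pairs, 37 to 164, 8 to 61 and 27 to 115 for the differences, and 0.467 to 0.532, 0.499 to 0.595 and 0.531 to 0.594 for the correlations. In every removal 97 of the named calls held. A shift of 0.7 was mostly beyond the reach of 3 samples per line, and miRNAs above 35 cycles were measured in fewer samples.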

Differences from the paper's values

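A count was taken as different beyond 1.5-fold, a log2 fold change beyond the replicate SD and a correlation beyond its jackknife standard error. All alternatives not named beside a value, among those set before the data were examined, left the difference in place. Centring each panel on its own mean and using panel I only were chosen after seeing the values, and drop 1 and 8 of the paper's 22 miRNAs of Table 1 from the common set.

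The paper's common set has 14 miRNAs higher and 9 were found here, not apart under quantiles (14), measurement in all 12 samples (12), a mean raw Cp under 35 (13) and limma-trend (14), and without TamR1 replicate B (10), without TamR4 replicate B (13), without TamR4 replicate C (16), and, chosen after seeing the values, panel I only (12), which drops 8 of the 22. Of lower miRNAs the paper's has 8 against 5, not apart under quantiles (8), measurement in all 12 samples (7), a mean raw Cp under 35 (7) and limma-trend (6), and without TamR4 replicate C (7), and, chosen after seeing the values, panel I only (6), which drops 8 of the 22. For miRNAs with absolute log2 fold change of at least 0.7 in at least 1 TamR line, the paper's 197 compare with 324, not apart under measurement in all 12 samples (239) and a mean raw Cp under 35 (215), and, chosen after seeing the values, panel I only (171), which drops 8 of the 22, while the authors' table gave 326. The paper's TamR1 and TamR8 share 16 lower miRNAs, against 8 here, not apart under the global mean (22) and quantiles (11), and, chosen after seeing the values, each panel centred (21), which drops 1 of the 22. TamR1 and TamR4 share the paper's 22 higher miRNAs, against 13, not apart under quantiles (18), measurement in all 12 samples (17), a mean raw Cp under 35 (19) and limma-trend (18), and without TamR4 replicate B (19), without TamR4 replicate C (17). TamR4 and TamR8 share the paper's 20, against 12, not apart under quantiles (20), measurement in all 12 samples (16), a mean raw Cp under 35 (17) and limma-trend (18), and without TamR4 replicate B (17), without TamR4 replicate C (19), and, chosen after seeing the values, panel I only (16), which drops 8 of the 22. Read by eye from the paper's Figure 1A, about 29 miRNAs were lower in TamR1 (17 here), not apart under the global mean (38), and without TamR4 replicate C (22), and, chosen after seeing the values, each panel centred (38), which drops 1 of the 22, about 51 higher in TamR4 (28 here), not apart under the global mean (72) and quantiles (43), and without TamR4 replicate B (39), and about 48 lower in TamR8 (25 here), not apart under the global mean (62), quantiles (34) and only the 2 cell lines (33), and without TamR4 replicate C (37), and, chosen after seeing the values, each panel centred (61), which drops 1 of the 22. In the paper's Figure 2C, read by eye, the correlation of TamR4 and TamR8 is about 0.62, against 0.682 here over miRNAs changed in any line, not apart under missing values at the highest Cp (0.642).

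The 66 log2 fold changes of Table 1 are on the same scale as those here (r 0.997) and 66 have the same sign, with 10 further apart than the replicate SD. The largest gap, 0.42, is not among these. It is that of miR-181b in TamR4 (1.14 in the paper's values, 0.72 here, SD 0.565), and with miR-652 in TamR4 (−1.17 in the paper's values, −1.49 here, SD 0.537) and miR-339-5p in TamR4 (1.26 in the paper's values, 0.94 here, SD 0.495) it lay within the wider replicate SD of TamR4. Among the 10 is, of lower miRNAs, miR-1248 in TamR1 (−1.68 in the paper's values, −1.46 here), not apart under the global mean (−1.58), quantiles (−1.68) and the authors' table (−1.68). A further difference is miR-95 in TamR1 (−1.82 in the paper's values, −1.63 here), not apart under the global mean (−1.75) and the authors' table (−1.82), and without MCF-7/S0.5 replicate A (−1.72), and, chosen after seeing the values, each panel centred (−1.87), which drops 1 of the 22. Also apart is miR-196a in TamR1 (−1.54 in the paper's values, −1.26 here), not apart under the global mean (−1.39), quantiles (−1.49) and the authors' table (−1.54), and, chosen after seeing the values, each panel centred (−1.5), which drops 1 of the 22. Among higher miRNAs are miR-130b in TamR1 (0.75 in the paper's values, 0.98 here), not apart under the global mean (0.85) and the authors' table (0.75), and, chosen after seeing the values, each panel centred (0.74), which drops 1 of the 22. Its other arm is miR-130b* in TamR1 (1.06 in the paper's values, 1.23 here), not apart under the global mean (1.11), quantiles (0.95) and the authors' table (1.06), and without MCF-7/S0.5 replicate B (1.17), without TamR1 replicate B (1.16). The others are miR-152 in TamR1 (1.29 in the paper's values, 1.52 here), not apart under the global mean (1.39) and the authors' table (1.29), and without MCF-7/S0.5 replicate A (1.42), without MCF-7/S0.5 replicate C (1.5), without TamR1 replicate A (1.49), without TamR1 replicate C (1.5), and, chosen after seeing the values, each panel centred (1.28), which drops 1 of the 22. Next comes miR-210 in TamR1 (0.7 in the paper's values, 0.95 here), not apart under the global mean (0.83), quantiles (0.58) and the authors' table (0.70), and without MCF-7/S0.5 replicate A (0.89), without MCF-7/S0.5 replicate C (0.87), without TamR1 replicate C (0.89), and, chosen after seeing the values, each panel centred (0.71), which drops 1 of the 22. Similar in size is miR-339-5p in TamR1 (1 in the paper's values, 1.22 here), not apart under the global mean (1.10), quantiles (0.91) and the authors' table (1.00), and without MCF-7/S0.5 replicate A (1.19), without MCF-7/S0.5 replicate C (1.14), without TamR1 replicate A (1.18), without TamR1 replicate C (1.19), and, chosen after seeing the values, each panel centred (0.98), which drops 1 of the 22. Smaller is the gap of miR-519a in TamR1 (2.23 in the paper's values, 2.38 here), not apart under the global mean (2.25), quantiles (2.24) and the authors' table (2.23). In another line it is miR-181b in TamR8 (0.95 in the paper's values, 1.13 here), not apart under the global mean (1.06), quantiles (1.10) and the authors' table (0.95), and without MCF-7/S0.5 replicate C (1.04), without TamR8 replicate C (1.09), and, chosen after seeing the values, each panel centred (0.90), which drops 1 of the 22. Outside Table 1 it is miR-221 in TamR1 (0.53 in the paper's values, 0.78 here), not apart under the global mean (0.65), quantiles (0.42) and the authors' table (0.53), and without TamR1 replicate A (0.70), without TamR1 replicate C (0.74), and, chosen after seeing the values, each panel centred (0.54), which drops 1 of the 22.

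All miRNAs of Table 1 are called in every TamR line by the paper, and 56 of its 66 calls passed here, with 66 under the global mean. Those that did not pass were miR-130b in TamR4 (0.85, adjusted p = 0.0604, passing with the global mean, quantiles, reference small RNAs, measurement in all 12 samples, a mean raw Cp under 35, limma-trend, and without TamR4 replicate B or C, and, chosen after seeing the values, each panel centred and panel I only, dropping 1 and 8 of the 22), miR-22* in TamR4 (0.79, adjusted p = 0.084, passing with the global mean, quantiles, reference small RNAs, a mean raw Cp under 35, limma-trend, and, chosen after seeing the values, each panel centred, dropping 1 of the 22), miR-181b in TamR4 (0.72, adjusted p = 0.122, passing with the global mean, quantiles, reference small RNAs, and, chosen after seeing the values, each panel centred, dropping 1 of the 22) and miR-582-5p in TamR4 (0.76, adjusted p = 0.155, passing with the global mean, reference small RNAs, and, chosen after seeing the values, each panel centred, dropping 1 of the 22). In the same way fell short miR-130b* in TamR1 (1.23, adjusted p = 0.0547, passing with the global mean, no normalization, reference small RNAs, measurement in all 12 samples, a mean raw Cp under 35, limma-trend, only the 2 cell lines, adjusted over the 3 comparisons together, and without TamR4 replicate B or C, and, chosen after seeing the values, each panel centred, dropping 1 of the 22), miR-130b* in TamR8 (0.90, adjusted p = 0.138, passing with the global mean, reference small RNAs, only the 2 cell lines, and without TamR4 replicate C, and, chosen after seeing the values, each panel centred, dropping 1 of the 22), miR-519e in TamR8 (0.98, adjusted p = 0.0526, passing with the global mean, reference small RNAs, measurement in all 12 samples, and without TamR4 replicate B or C, and, chosen after seeing the values, each panel centred, dropping 1 of the 22) and miR-196a in TamR4 (−0.80, adjusted p = 0.0699, passing with the global mean, quantiles, measurement in all 12 samples, a mean raw Cp under 35, limma-trend, and without TamR4 replicate C, and, chosen after seeing the values, each panel centred and panel I only, dropping 1 and 8 of the 22). The remaining were miR-1201 in TamR1 (−0.65, adjusted p = 0.258, passing with the global mean, quantiles, and, chosen after seeing the values, each panel centred, dropping 1 of the 22) and miR-1248 in TamR8 (−0.92, adjusted p = 0.109, passing with the global mean, and without TamR8 replicate A).

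The paper reports miR-221 higher in TamR1 and TamR4 and miR-222 lower in TamR4 at p of at most 0.05, without saying whether this p was adjusted. Here none passed on the adjusted p, while at unadjusted p = 0.00656, 0.0994 and 0.0221 the first and the last lay under 0.05, with miR-221 in TamR1 (0.78, adjusted p = 0.0583, passing with the global mean, reference small RNAs, measurement in all 12 samples, a mean raw Cp under 35, limma-trend, only the 2 cell lines, adjusted over the 3 comparisons together, and without TamR4 replicate B or C, and, chosen after seeing the values, each panel centred and panel I only, dropping 1 and 8 of the 22), miR-221 in TamR4 (0.42, adjusted p = 0.24, passing with the global mean, reference small RNAs, and, chosen after seeing the values, each panel centred, dropping 1 of the 22), and miR-222 in TamR4 (−0.66, adjusted p = 0.0968, passing with the global mean, quantiles, limma-trend, and without TamR4 replicate C, and, chosen after seeing the values, each panel centred, dropping 1 of the 22). It counts miR-593, miR-342 and miR-33b among those lower in the TamR lines. Those that did not pass were miR-593 in TamR4 (−0.10, adjusted p = 0.899, passing under no setting), miR-593 in TamR8 (−0.51, adjusted p = 0.487, passing under no setting), miR-342-3p in TamR1 (−0.33, adjusted p = 0.454, passing with the global mean, and, chosen after seeing the values, each panel centred, dropping 1 of the 22), miR-342-5p in TamR1 (−1.03, adjusted p = 0.262, passing with only the 2 cell lines), and miR-33b in TamR8 (−0.45, adjusted p = 0.32, passing under no setting), whereas miR-342-3p and miR-342-5p passed in TamR4 and TamR8, miR-33b in TamR1 and TamR4 and miR-593 in TamR1. Of the miRNAs it reports lower in TamR8 as regulators of YWHAG and YWHAZ, 5 of 7 passed, and miR-942 in TamR8 (−1.16, adjusted p = 0.112, passing with the global mean, only the 2 cell lines, and without TamR1 replicate B) and miR-491-5p in TamR8 (−1.29, adjusted p = 0.0961, passing with the global mean, a mean raw Cp under 35, and, chosen after seeing the values, each panel centred, dropping 1 of the 22) did not. It counts miR-521 as higher in at least 1 line, and none passed, with miR-521 in TamR1 (1.10, adjusted p = 0.176, passing with reference small RNAs, and without TamR1 replicate B), miR-521 in TamR4 (0.48, adjusted p = 0.521, passing under no setting), miR-521 in TamR8 (1.40, adjusted p = 0.108, passing with reference small RNAs, only the 2 cell lines, and without TamR1 replicate B). Among higher miRNAs shared by TamR1 and TamR8 it names miR-18a, which passed in TamR1 and not in TamR8, as miR-18a in TamR8 (0.81, adjusted p = 0.0965, passing with the global mean, quantiles, reference small RNAs, limma-trend, only the 2 cell lines, and without TamR4 replicate C, and, chosen after seeing the values, each panel centred and panel I only, dropping 1 and 8 of the 22).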

Other observations

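The tests of agreement among changed miRNAs and with a separate control sample for each line, among them the regrouped correlations with such samples, were chosen after the result was seen, and the others of this part before.

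The chromosome 19 miRNA cluster, normally confined to placenta, had higher members in every line. Its members went 6 higher and 2 lower of 21 tested in TamR1, 6 higher and 1 lower of 21 in TamR4 and 3 higher and 1 lower of 17 in TamR8 (6, 7 and 4 higher adjusted over the list alone), with miR-517b, miR-520d-3p and miR-519e* among those lower, so the rise was not shared by every member. Relative to all miRNAs the median of its tested members was 0.74, 0.95 and 0.71 in TamR1, TamR4 and TamR8. The competitive test covered only the 10 members measured in every sample, which left out those named as lower, and the members covered had relative medians of 1.71 (adjusted p = 8.89e-05, and adjusted p = 0.174 with an estimated correlation) in TamR1, 1.71 (adjusted p = 2.07e-05, and adjusted p = 0.174 with an estimated correlation) in TamR4 and 0.78 (adjusted p = 0.0134, and adjusted p = 0.336 with an estimated correlation) in TamR8. The miR-135 family was lower in each line, by relative medians of −2.19 (adjusted p = 0.000873, and adjusted p = 0.174 with an estimated correlation), −1.91 (adjusted p = 0.0205, and adjusted p = 0.26 with an estimated correlation) and −2.40 (adjusted p = 0.00145, and adjusted p = 0.174 with an estimated correlation) over its 3 tested members. In TamR8 the cluster of miR-183, miR-96 and miR-182 was at −1.23 (adjusted p = 0.00364, and adjusted p = 0.228 with an estimated correlation) over 4 of 5 tested members, the cluster of miR-106b and miR-25 at −0.90 (adjusted p = 0.00651, and adjusted p = 0.471 with an estimated correlation), the clusters of miR-23, miR-27 and miR-24 at −0.89 (adjusted p = 0.00262, and adjusted p = 0.54 with an estimated correlation), and the related seeds of miR-130, miR-148 and miR-152 at 0.64 (adjusted p = 0.0224, and adjusted p = 0.556 with an estimated correlation). In TamR4 the miR-29 family was at −0.82 (adjusted p = 0.0146, and adjusted p = 0.553 with an estimated correlation), and in TamR1 the miRNAs reported to target ESR1, miR-221, miR-222, miR-22 and miR-18a, at 0.76 (adjusted p = 0.0224, and adjusted p = 0.471 with an estimated correlation). The paper names these ESR1 miRNAs and reports miR-221 and miR-18a higher in TamR1 from the same samples, so that set is not independent evidence. The medians of the sets named here kept their sign under every scaling, but none of the sets passed with an estimated correlation. With the preset correlation 34 set calls were made, those of lists taken from the paper included. Of these, 3 were lost with the global mean, 3 with quantiles, 3 with each panel centred and 2 with reference small RNAs. Missing values at the highest Cp lost 5 and panel I only 7, though fewer lists could be tested on that panel.

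Of families without such a call, miR-200a and miR-141 fell in TamR4 by 1.28 and 1.28 (SE 0.24 and 0.24, adjusted p = 0.00451 and 0.00462), within a miR-200 family at a relative median of −0.52, whose median itself, not the relative one, turned positive with reference small RNAs. The miR-30 family had 3 lower of 10 in TamR4, and the cluster of miR-424 and miR-503 3 lower of 6. The chromosome 14 cluster had 0 of 20 changed in TamR1, 1 lower of 22 in TamR4 and 0 of 22 in TamR8. Of stromal markers miR-199b-5p was higher in TamR1, at 2.52 (adjusted p = 0.0134) and lost without TamR1 replicate C (adjusted p up to 0.051), and miR-143 lower in TamR4 and TamR8, of blood cell markers miR-142-3p was higher in TamR1 and TamR8, and markers of red cells and of neural tissue had no call in any line. Muscle and liver markers were not measured in enough samples to be tested. With the samples regrouped 100 times, only 1 grouping, the real one, gave as many set calls of these lists as the 12 found. The highest of the others was 9 and their median 3, so part of this number arises without the real grouping. That only the real grouping reached 12 argues against a random labelling of the samples as the whole source, with the preset correlation only. The lists were set after the paper's tables had been seen. Members of the chromosome 19 cluster and the miR-135 family stand in Table 1, so calls of those sets are not independent of these samples.

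A rise of the chromosome 19 cluster might come from the assay. The list median lay at percentile 100, 99.95 and 100 of 2000 lists matched on Cp in TamR1, TamR4 and TamR8. This argues against a shift common to late-amplifying miRNAs as the source. The matched lists held miRNAs from outside the cluster, so noise shared by its members (estimated correlation 0.174) is not covered. The percentiles can therefore be too extreme. Normalization is argued against by the lowest median under any scaling, 0.70, 0.68 and 0.72. Cross-reaction between near-identical targets cannot be told apart from expression of the cluster, since the members most distinct in sequence had medians of 0.80, 0.56 and 0.47 but were only 5, 5 and 4 and went both ways. Activation of the cluster in the resistant lines therefore stays a hypothesis.

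The miRNAs of the authors' recurrence classifiers went different ways in the lines. miR-29b fell in TamR4 by 1.32 (SE 0.25, adjusted p = 0.00504) and was −0.09 (adjusted p = 0.874) in TamR1 and −0.36 (adjusted p = 0.405) in TamR8, being lower in TamR4 than in TamR1 at −1.23 (adjusted p = 0.00937). miR-190b was lower in TamR4 and TamR8 and not tested in TamR1, and miR-516a-5p and miR-203 were higher in each line. The patient data were not analysed here.

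All fold changes use the same 3 MCF-7/S0.5 samples, which alone could make the lines look alike. In 100 simulations of unchanged lines against shared controls the common set held at most 0 miRNAs and the pairs at most 0, 1 and 0, against 14, 23, 26 and 27 observed, and 0.264 would be expected in common of independent calls. Unchanged lines give few calls to overlap, so these counts cannot decide how far shared controls add to the overlap of changed lines. Independently changed lines with shared controls were not simulated. Covariances of fold changes were 0.408, 0.389 and 0.486 and reached at most 0.262, 0.164 and 0.161 in the simulations. Correlations over all tested miRNAs, 0.484, 0.547 and 0.561, lay below the highest simulated, 0.685, 0.633 and 0.644, and so did the agreement among changed miRNAs (78.6%, 92% and 79.8% in the same direction, r 0.656, 0.631 and 0.693), where unchanged lines reached 93.8%, 90.1% and 95.6% and r of 0.853, 0.747 and 0.761 over as many miRNAs with the smallest p, except that the share of TamR1 and TamR8 lay above. The size of these values alone therefore does not show that the lines are alike.

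As a simulated spread decides little by itself, each line was also given a separate MCF-7/S0.5 sample as its control, in each of the 6 possible ways, so that no control value entered more than 1 line. The lone control was taken to vary like the other samples, and the values are means over these ways. The bootstrap drew miRNAs and not samples, so its SE does not cover the spread between samples. Covariances were 0.304, 0.27 and 0.386 (bootstrap SE 0.0608, 0.049 and 0.0834) and correlations 0.296, 0.304 and 0.367 (0.0441, 0.049 and 0.0562), where independent lines give 0. Over as many miRNAs with the smallest p as had changed, 72.2, 75.6 and 71.2% lay in the same direction (3.49, 2.99 and 3.35), where independent lines give 50%, with r of 0.451, 0.375 and 0.475 (0.0551, 0.0801 and 0.0735), and 10.2 were common to the 3 lines and 18.5, 17.8 and 19.2 to the pairs, where random directions give 2.75 and 10.2, 9.75 and 11.4. As judged over miRNAs, this argues against noise of shared control samples as the whole source of the overlaps, covariances, correlations and agreement. Such noise can still raise them. Too few calls were made this way to compare overlaps of calls (a mean of 29 over the lines against 190). Anything that sets all MCF-7/S0.5 samples apart from the TamR samples, such as the medium or the handling, was not tested and stays open.

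Other groupings of the 12 samples, 100 with the real one, gave at most 0 miRNAs in common, 21 in any line, 315 at 0.7 or more and 3, 0 and 0 in the pairs, against 14, 125, 324, 23, 26 and 27. The real grouping was the only 1 to reach these, which argues against a random labelling of the samples as their source. Since the other groupings mix the lines, they cannot decide whether the lines overlap more than independent lines would. For miRNAs at 0.7 or more the margin is narrow, as the other groupings had a median of 213, so much of that number arises without the real grouping, whereas their median was 0 for the other counts. For the correlations 67, 37 and 35 of the groupings reached the real value (highest 0.786, 0.767 and 0.81), which decides nothing, as lines against the same controls correlate at about this level in other groupings too (medians 0.543, 0.498 and 0.509). With a separate control sample for each line, 2, 2 and 1 of 100 groupings, the real one among them, reached the real 0.296, 0.304 and 0.367 (highest of the others 0.323, 0.402 and 0.311). This argues against a random labelling of the samples as the source of these correlations. For TamR1 and TamR4 and for TamR1 and TamR8, however, another grouping went higher than the real one.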
